# Stress induced aging in mouse eye

**DOI:** 10.1111/acel.13737

**Published:** 2022-11-17

**Authors:** Qianlan Xu, Cezary Rydz, Viet Anh Nguyen Huu, Lorena Rocha, Claudia Palomino La Torre, Irene Lee, William Cho, Mary Jabari, John Donello, David C. Lyon, Robert T. Brooke, Steve Horvath, Robert N. Weinreb, Won‐Kyu Ju, Andrzej Foik, Dorota Skowronska‐Krawczyk

**Keywords:** aging, IOP, retinal ganglion cells, senescence, stress response

## Abstract

Aging, a universal process that affects all cells in an organism, is a major risk factor for a group of neuropathies called glaucoma, where elevated intraocular pressure is one of the known stresses affecting the tissue. Our understanding of molecular impact of aging on response to stress in retina is very limited; therefore, we developed a new mouse model to approach this question experimentally. Here we show that susceptibility to response to stress increases with age and is primed on chromatin level. We demonstrate that ocular hypertension activates a stress response that is similar to natural aging and involves activation of inflammation and senescence. We show that multiple instances of pressure elevation cause aging of young retina as measured on transcriptional and DNA methylation level and are accompanied by local histone modification changes. Our data show that repeated stress accelerates appearance of aging features in tissues and suggest chromatin modifications as the key molecular components of aging. Lastly, our work further emphasizes the importance of early diagnosis and prevention as well as age‐specific management of age‐related diseases, including glaucoma.

## 1 INTRODUCTION

Aging is a complex process for which distinct molecular aspects contribute to age‐related tissue dysfunction. Systematic analysis of epigenomic and transcriptomic changes across mouse tissues during aging identified several recurring processes including interferon alpha response, IL6‐JAK‐STAT3 signaling, complement, and other components of innate immune response being gradually upregulated with age (Benayoun et al., 2019). These changes are conserved as the molecular signatures of aging and are consistently upregulated in mice and other vertebrates in the absence of pathogens.

Glaucoma, an age‐related eye disease (Weinreb et al., 2014), is characterized by progressive neurodegeneration of the optic nerve that if untreated leads to morphological changes, functional decline, and eventual blindness. Age is the most consistent risk factors for glaucoma. By contrast, other risk factors, including elevated intraocular pressure (IOP), family history, and high myopia, exhibit more variability. Because of the rapid increase in aging populations worldwide, current estimates show that the number of people with glaucoma (aged 40–80) will increase to over 110 million in 2040 (Allison et al., 2020).

Until now, lowering IOP is the only approved and effective treatment paradigm. However, many treated glaucoma patients continue to experience deterioration of vision and progress to blindness, highlighting the critical need to understand its underlying mechanisms (Skowronska‐Krawczyk et al., 2015; Weinreb et al., 2014; Weinreb et al., 2016).

Pathophysiological stress related to elevated IOP induces a broad spectrum of changes in the connective tissues and blood vessels that are central to the function of the retina. They also induce molecular changes in retinal cells, including retinal ganglion cells (RGCs). We have shown previously that with experimental ocular hypertension, RGCs respond to stress by expressing *p16Ink4a*, assume a senescent phenotype, and secrete molecules known as senescence‐associated secretory phenotype (SASP) such as IL6. Similarly, we have observed an increase of senescent cells in our mouse model of ocular hypertension and in human glaucomatous retinas (Skowronska‐Krawczyk et al., 2015). Senescence is a type of damage response that develops in cells experiencing irreparable stress for a sustained period of time, and it is commonly observed in all aged tissues, including the eye. Therefore, we investigated the extent to which aging contributes to IOP‐related senescence induction, stress, and RGC death upon IOP elevation.

Age‐related sterile inflammation, commonly termed “Inflammaging,” has been reproducibly observed in many laboratories. In this work, we describe functional and molecular changes in the aging retina, showing changes characteristic of inflammaging, as found in other tissues (Franceschi et al., 2018), and strong downregulation of retinal lipid metabolism. We show that aged retinas are more sensitive to mild IOP elevation and that old RGCs express significant numbers of senescence markers upon IOP‐associated stress. Next, we demonstrate that aged retinas are prone to respond to the insult more robustly than young tissues on pre‐opened enhancers, and this correlates with differences in chromatin modification upon stress. Finally, we show that multiple mild instances of IOP elevation in young animals preprogram the tissue to respond more strongly to stress, similar to the response of the aged tissue. Our DNA methylation analysis revealed that multiple mild stresses on the young retinas increases DNA methylation age, suggesting the direct influence of repetitive stress on retina aging.

Our results collectively suggest that throughout the life of the animal, retinal cells accumulate the competence on the epigenetic level to respond to stress faster and stronger, eliciting more damage to the tissue in the form of the inflammation and senescence, including the secretion of SASPs and destabilization of the extracellular matrix. These results might explain the difficulties in managing the responses to glaucomatous insults, such as elevated IOP, in aged individuals and suggest novel approaches to manage age‐related eye diseases, including glaucoma.

## 2 RESULTS

### 2.1 Functional and molecular changes in aging retina

First, the impact of aging on visual functions in young (3‐month‐old) and old (18‐month‐old) mice was measured using several functional assays.

The quantitative optomotor response (OMR) analysis was performed to measure contrast sensitivity in scotopic (nighttime) and photopic (daytime) light level conditions. In this assay, a mouse is placed on a platform where it can move and track a stimulus—rotating pattern displayed on a screen (Figure 1a, top). Response evaluation is automatic and presented as an OMR index (ratio of correct/incorrect). Contrast sensitivity was defined as the inverse of contrast threshold for OMR, and measurements were performed using an automated, commercially available setup (Figure 1a). Our data show that old animals have significantly lower contrast sensitivity in both scotopic and photopic conditions relative to young animals (Figure 1a, Figure S1A). For example, in low luminance of ~0.03 lux (nighttime light levels) the tracking behavior of aged animals was decreased already at 100% contrast. In daytime light levels, 18‐month‐old healthy animals exhibited significantly decreased tracking response already at 50% contrast when compared to the younger animals (Figure S1A).

**FIGURE 1:**
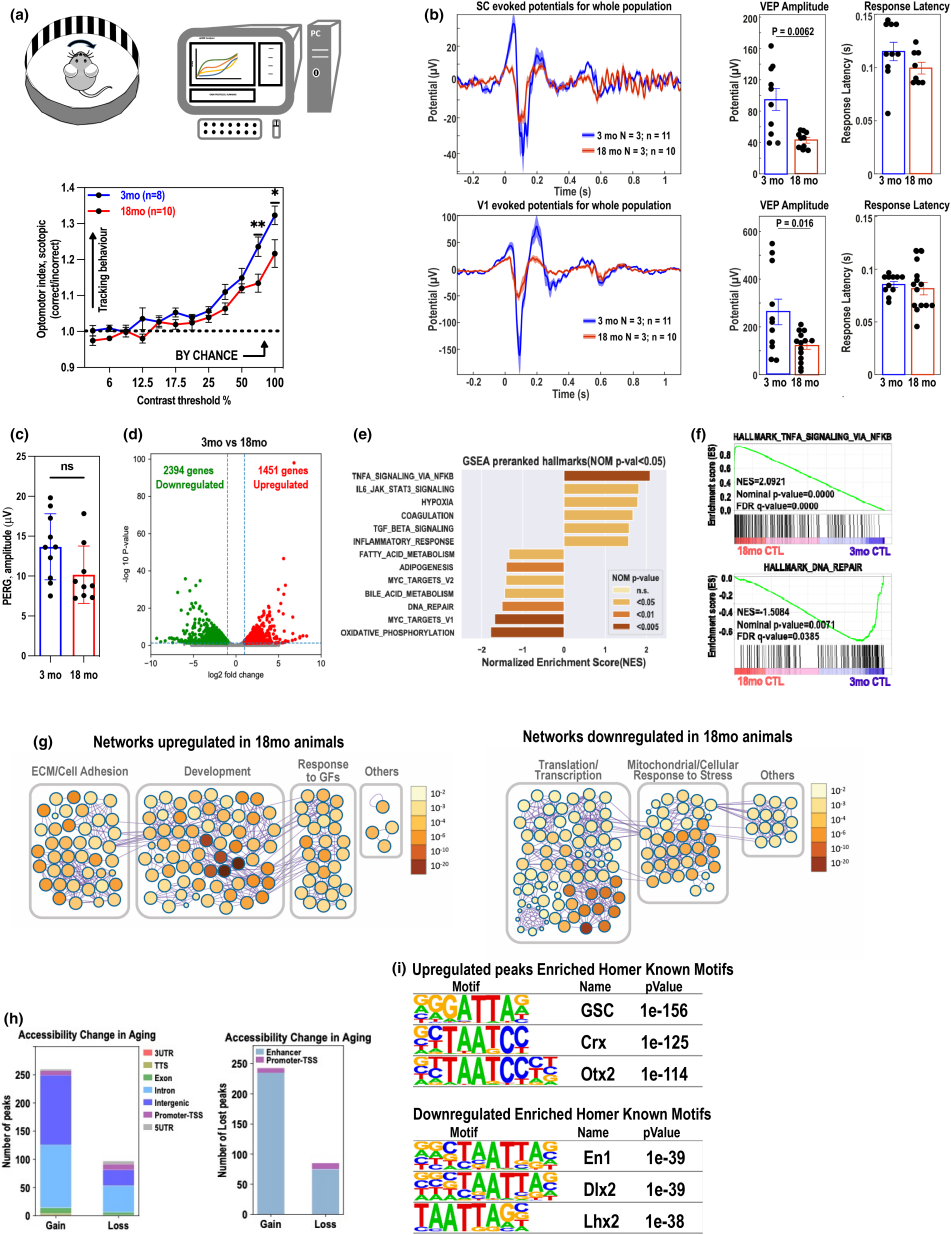
Functional and molecular changes in aging retina. (a) Schematic of the optomotor response (OMR) instrument. (top) OMR at various pattern contrast (bottom). Evaluation of response is automatic and presented as OMR index (ratio of correct/incorrect). Statistically significant tracking obtained using one‐tailed test. 3‐month‐old (*n* = 8) and 18‐month‐old (*n* = 10) animals were analyzed. Mean and SEM. are shown. *p < 0.05, **p < 0.01. (b) Visually evoked potential recordings. VEPs were recorded in superior colliculus (SC) left‐top, and in primary visual cortex (V1) left‐bottom. VEP amplitudes and response latencies (right‐top, right‐bottom) are presented. 3‐month‐old (*n* = 11) and 18‐month‐old (*n* = 10) animals were analyzed. Unpaired *t* test. Mean and SD are shown. (c) PERG performed on 3‐month‐old (*n* = 10 eyes) and 18‐month‐old (*n* = 9 eyes) wild‐type mice shows no significant change in amplitude in aged animals. (unpaired, two‐tailed *t* test, mean and SD are shown). (d) Volcano plots of differentially expressed genes between 3‐month‐old and 18‐month‐old non‐treated wildtype mouse retinae. Each dot represents one gene with −log10(adjusted *p*‐value) versus log2foldchage. Dots in grey represent no significant genes while the dots highlighted in red and green respectively represent up‐regulated and down‐regulated DEGs. *n* = 2. (e) The bar plot showed normalized enrichment scores (NES) of all defined significant enriched (nominal *p*‐value <5%) hallmark gene sets from pre‐ranked GSEA in 18‐month‐old non‐treated wildtype mouse retinae compared to the 3‐month‐old retinae. *n* = 2 biological replicates. NES determines the magnitude of enrichment of each hallmark gene set across all analyzed gene sets. The statistical significance in nominal (NOM) *p*‐value was indicated by a discrete color scale. (f) GSEA enrichment plots of selected top‐ranked hallmark pathways. (g) Networks of enriched pathway from up‐ and down‐regulated DEGs during aging using Metascape. Each node in the figure represents one enriched ontology term. Node size indicates the number of genes in each term. The statistical significance in FDR q‐value was shown by a discrete color scale for each node. All the enriched terms were further bounded and annotated as more general classes. (h) Stacked bar plots showed up‐ and down‐regulated accessible regions with cutoffs at 0.05 in FDR and two‐fold change of normalized ATAC‐seq signal. Specific genomic regions were color coded. (i) Motif analyses using tool Homer identified potential regulators during retina aging. Regions of accessibility gain or loss were enriched in Homer known motifs. The table showed top‐ranked potential transcription factors in significance by motif analysis of ATAC‐seq data in comparison between 3‐month‐old and 18‐month‐old mouse retinae.

Next, we evaluated age‐related effects on the integrity of the visual pathway by recording visually evoked potentials (VEP) in young and old animals. The recordings were performed in the superior colliculus (SC) and the primary visual cortex (V1). In both regions, there was a significant reduction in VEP in 18‐month‐old mice (red trace) compared to the 3‐month‐old (blue trace) animals. For example, in the SC, the VEP amplitude dropped by 56% from 95 ± 14 μV in 3‐month to 42 ± 4 μV in 18‐month‐old animals (*p* = 0.006). In V1, the drop was 60%, from 263 ± 54 μV in 3‐month to 106 ± 12 μV in 18‐month‐old animals (*p* = 0.016). On the other hand, response latencies were comparable between age groups in both regions (115 ± 7 ms vs. 99 ± 6 ms in the SC; and 85 ± 3 ms vs.81 ± 6 ms in the V1; Figure 1b).

To examine the extent to which the observed decrease of visual function can be attributed to the loss of RGC activity, the pattern electroretinography (PERG) responses were measured. PERG signals (OS) from ten 3‐month and nine 18‐month‐old animals were recorded. Our findings demonstrate no significant difference in PERG amplitudes between young (mean, 13.67 ± 4.14 μV [SD]; *n* = 10 eyes) and old animals (mean, 10.17 ± 3.59 μV; *n* = 9 eyes; *t* = 1.956, *p* = 0.0671; Figure 1c).

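RNA was prepared in TRIzol from fresh whole retinas, and poly(A)-enriched, strand-specific libraries were sequenced on a NovaSeq instrument. The age comparison rests on untreated eyes, with 2 libraries from 3-month-old animals (3mo control) and 2 from 18-month-old animals (18mo control). The authors aligned the reads to mm10 with STAR and counted uniquely mapped tags in exons on the transcribed strand with HOMER v4.11, keeping a single isoform per locus. Their values are FPKM, per kilobase of that isoform and scaled to the tags of the library, with no further scaling stated. The paper tested differences with DESeq2 v1.24.0. Here the FPKM values themselves were tested, as log2(FPKM + 0.5), with limma and a mean-variance trend. The test covered 13731 of the 25124 listed genes, those with a mean of at least 0.5 FPKM over the 8 libraries of the single-IOP series. Genes were called with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, and all log2 fold changes are on this scale. The added 0.5 makes fold changes of weakly expressed genes smaller than the ratio of their FPKM. Mapped tags, recovered from the values, came to 41526165 and 47755917 in the 3mo control libraries and to 43834165 and 46802841 in the 18mo control libraries. Of these, 27397843 and 33189885 lay in exons at 3mo and 29241690 and 31198133 at 18mo. A transcript of 2000 bases with 3 reads, taken as the smallest measured value, had between 0.0252 and 0.0361 FPKM in the 8 libraries. This limit, like the standard errors of single values, covers counting error only. The median standard error of a log2 fold change was 0.228, from 4 residual degrees of freedom. Coordinates are those of mm10.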

To investigate whether the molecular changes in the aging retina can explain the observed functional decline of the visual system, we performed a whole retina mRNA sequencing on retinas isolated from both 3‐month and 18‐month‐old mice. We found that there were 1451 genes significantly up‐regulated (log2 fold ≥1, FDR ≤0.05) and 2394 genes significantly down‐regulated (log2 fold ≤−1, FDR ≤0.05) upon natural aging (Figure 1d). 

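Among 13731 genes tested, 1595 were higher and 1590 lower in 18mo than in 3mo retinas by limma with Benjamini-Hochberg adjustment, and 7568 had an unadjusted p under 0.05. The largest rises among called genes without overlap between the groups were in Egr1, Fos and Ccn1. Egr1 and Fos are among the immediate early genes, which change within minutes of handling a tissue. Of 27 such genes tested, 15 were called higher at 18mo, so a part of handling in these rises stays open. Egr1 (NM_007913, chromosome 18, 34861207 to 34864956) went from 1.45 ± 0.0396 to 184 ± 36.01 FPKM (SD, n = 2 each), a log2 fold change of 6.55 (standard error 0.325, limma adjusted p = 0.000437). Fos (NM_010234, chromosome 12, 85473890 to 85477274) went from 2.86 ± 0.290 to 155 ± 72.5 FPKM (log2 fold change 5.45, limma adjusted p = 0.00265). For Ccn1 (NM_010516, chromosome 3, 145646971 to 145649985) the values were 0.777 ± 0.0877 and 49.5 ± 32.5 FPKM (log2 fold change 5.12, limma adjusted p = 0.00484). The largest falls were in Pvalb, Ttr and Sncg. Pvalb (NM_013645, chromosome 15, 78191112 to 78206400) had 49.96 ± 38.8 FPKM at 3mo and 0.482 ± 0.240 at 18mo (log2 fold change -5.45, limma adjusted p = 0.00265). Ttr (NM_013697, chromosome 18, 20665250 to 20674326), which overlaps Gm16090 on the opposite strand, dropped from 122 ± 18.6 to 3.21 ± 2.50 FPKM (log2 fold change -5.22, limma adjusted p = 0.00484). It is in the list of retinal pigment epithelium markers, which was lower at 18mo as a set (median -2.97). Pigment epithelium taken with the 3mo control retinas is therefore a candidate explanation of its fall. Sncg (NM_011430, chromosome 14, 34370274 to 34374669) dropped from 297 ± 207 to 11.04 ± 7.15 FPKM (log2 fold change -4.64, limma adjusted p = 0.00574). Without the fold-change threshold, 3667 genes were higher and 2630 lower. With the trends of transcript length and GC content both removed, an alternative chosen after seeing the data, 670 were called higher and 750 lower. Scaling decided the balance between rises and falls, since 50.1% of the called genes were higher with FPKM as given and 34.99% with median-of-ratios size factors (1059 higher, 1968 lower). The median log2 fold change of all tested genes was 0.16 with the former and 0.01 with the latter. A single library also decided the counts: without a test, 1640 genes rose by at least 2-fold, but 900 did without 3mo control replicate 2 and 2763 without 3mo control replicate 1. Values depended on transcript length differently in the libraries of the 2 ages. The ratio of the median FPKM of protein-coding transcripts under 1000 bases to that of transcripts of at least 4000 bases was 3.03 and 9.12 in the 3mo control libraries and 1.59 and 1.52 in the 18mo control libraries. Across genes, which are not independent replicates, the log2 fold change with age rose with transcript length (Spearman rho 0.405). No library of either age lay within the range of the other. The ratio also varied within the 3mo control group, so it could be a term beside age, but no such fit was run.

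**Figure D1:**
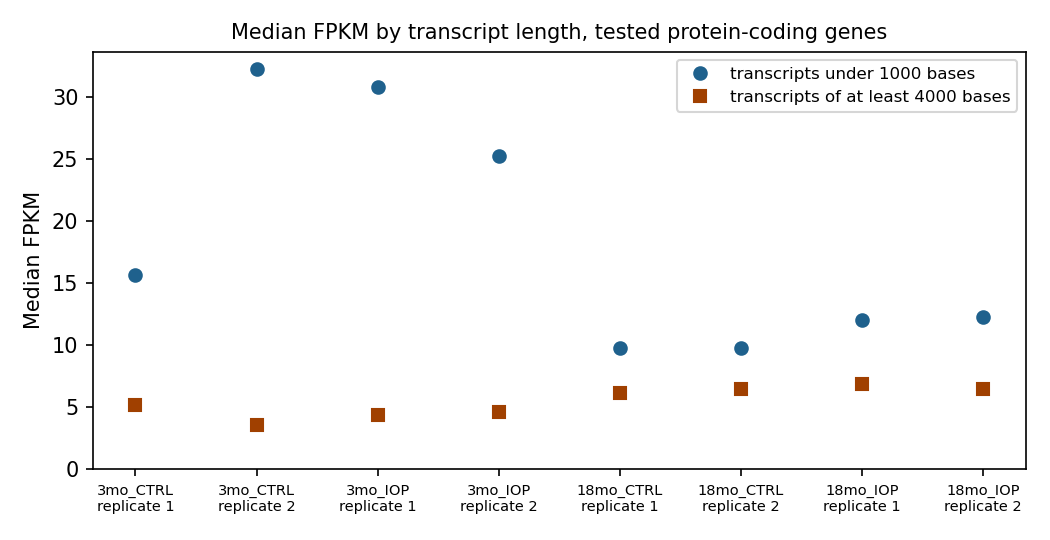
Median FPKM of short (under 1000 bases) and long (at least 4000 bases) protein-coding transcripts in each of the 8 single-IOP libraries. Each point is the median over the transcripts of a library. The short transcripts sit between 15.6 and 32.2 FPKM in the 3mo libraries and between 9.78 and 12.3 FPKM in the 18mo libraries.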

The pre‐ranked Gene Set Enrichment Analysis (GSEA) revealed a dysregulation in several conserved pathways (MsigDB hallmark collection version v7.5.1) in aged animals (Liberzon et al., 2015). In particular, we found a significant upregulation of inflammatory response (Normalized enrichment score [NES] = 1.56), NF‐kB regulated TNF alpha signaling (NES = 2.09), and IL‐6 receptor signaling (NES = 1.82) and a significant downregulation of DNA repair (NES = −1.51), fatty acid metabolism (NES = −1.34), and oxidative phosphorylation pathways (NES = −1.78) in the 18‐month‐old mice relative to the 3‐month‐old animals (Figure 1e,f).

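Pathways were tested as 13 lists of genes written from general knowledge, with camera in limma (inter-gene correlation 0.01) and Benjamini-Hochberg adjustment over the lists of a comparison. Each list's change is given as the median log2 fold change of its members above the median of all tested genes. By chance, 16.7% of genes would be higher in both libraries of an age than in both of the other. The list of inflammatory genes legible in Fig. 2h was higher at 18mo by 0.52 (camera adjusted p = 0.000533), with 27 of 30 members rising and 24 without overlap. The paper chose this list on the same libraries, so its tests are not independent evidence. Genes of TNFα and NF-κB signaling were higher by 0.93 (camera adjusted p = 5.16e-10), with 56 of 60 members rising, 54 of them without overlap. With 5 members at the limit of 3 reads in a group placed at their bound, the median was 0.95. IL-6, JAK and STAT3 genes were higher by 0.64 (camera adjusted p = 3.62e-05), with 42 of 45 members rising and 38 without overlap. Over all tested genes, 11, 32 and 18 members of these lists were called higher. Adjusted over the list alone, 15, 45 and 25 members had an adjusted p of at most 0.05. Interferon response genes rose by 0.44 (camera adjusted p = 0.0013, 45 of 55 members rising) and complement genes by 1.01 (camera adjusted p = 0.00248, 14 of 16 members rising). Senescence genes rose by 0.54 (camera adjusted p = 0.0014, 35 of 43 members rising). The closest Reactome sets of TNF signaling (9 tested genes, 0.28, camera adjusted p = 0.109) and the complement cascade (15 tested genes, 0.38, adjusted p = 0.328) did not pass. That of the SASP (36 tested genes, 0.065, adjusted p = 0.961) did not pass either. Apoptosis and p53 genes did not pass the threshold of camera (0.19, adjusted p = 0.223). They passed with fry (adjusted p = 0.0242), while the closest Reactome set was lower with age (-0.35, camera adjusted p = 0.0191). DNA repair genes had a median of -0.21 and did not pass the threshold (camera adjusted p = 0.175), with 30 of 63 members rising and 28 lower without overlap. Their adjusted p lay between 0.088 and 0.385 over the alternatives. Fatty acid metabolism genes had a median of -0.14 (camera adjusted p = 0.734), with 31 of 62 members rising. That direction turned to 0.02 without a filter on low values and to 0.09 with the transcript length trend removed, where the adjusted p over the alternatives lay between 0.687 and 0.967. It also turned, to 0.08, without 3mo control replicate 2. Oxidative phosphorylation genes had a median of -1.92 (camera adjusted p = 1.62e-19), with 77 of 86 members lower without overlap. All 10 lists past the threshold of camera with age, 7 higher and 3 lower, also passed it with fry, and none did when camera estimated the inter-gene correlation (lowest adjusted p = 0.422). From its gene set enrichment of these libraries, the paper states that conserved pathways are dysregulated in aged animals.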

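Extracellular matrix genes, among them the collagens and laminins, had a median log2 fold change of 0.45 in 18mo against 3mo control retinas, above that of all tested genes (camera in limma, adjusted p = 0.00252). Of 72 members tested, 50 rose, 45 were higher in both 18mo libraries and 15 lower in both. Over all tested genes 28 were called, and adjusted over the list alone 40 had an adjusted p of at most 0.05. With the trends of transcript length and GC content removed, an alternative chosen after the values were seen, the median was 0.18 and the list did not pass the threshold (adjusted p = 0.385, range over the alternatives 0.000146 to 0.385).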

Metascape enrichment network (Zhou et al., 2019) visualized the intra‐ and inter‐relationships among the up‐ and down‐regulated gene pathways in natural aging (3‐month‐old versus 18‐month‐old; Figure 1g, Figure S1B). capturing the clustered upregulation of processes such as extracellular matrix organization, response to growth factors, and general development. 

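Of the genes for cytosolic ribosomal proteins, 86 were tested, none rose at 18mo, and 83 were lower in both 18mo than in both 3mo control libraries. Their median log2 fold change was -2.01 against all tested genes (camera in limma, adjusted p = 7.98e-24), and 72 were called. Mitochondrial ribosomal protein genes had a median of -1.25 (camera in limma, adjusted p = 1.04e-14), with 66 of 78 members lower without overlap and 44 called. A single library decided the size of these falls. The cytosolic ribosomal median was -2.62 without 3mo control replicate 1 and -1.31 without 3mo control replicate 2. Mitochondrial ribosomal genes had medians of -1.69 and -0.72 without these libraries, and oxidative phosphorylation genes had medians of -2.64 and -1.20. Transcripts of these 3 lists are short. With the length trend removed from each library, an alternative chosen after the values were seen, the cytosolic ribosomal median was -1.07.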

Downregulated clusters included stress‐related mitochondria organization and translation.

To compare transcriptomic data with epigenetic changes during natural aging, we performed an Assay for Transposase‐Accessible Chromatin with high‐throughput sequencing (ATAC‐Seq) analysis on 3‐month‐old (*N* = 6) and 18‐month‐old (*N* = 6) mouse retinas. The epigenetically affected genes were determined by the significant differential chromatin accessibility in both promoter‐TSS and the nearest enhancer regions (Figure S1C).

The open chromatin regions or significant reads coverage (*q*‐value ≤0.05) of ATAC‐Seq data were identified by peak calling using MACS2 (Model‐based Analysis for ChIP‐Seq, version 2.2.7.1). The chromatin accessibility of the young and old retina samples was compared by using differential analysis tool edgeR in the count matrix built from the consensus list of detected open regions from all samples with significance cutoff at 0.05 in FDR q‐value. 260 regions gained accessibility uniquely in 18‐month‐old retina (total 394) while only 15 regions gained accessibility uniquely in 3‐month‐old mouse retina (total 121) showing significant overlap in open sites upon IOP between stages (Figure 1h). Majority of the age‐related epigenetically remodeled regions were not on the promoters but on enhancer regions. Similarly, loss of the accessible regions only partially (~10%) overlapped with promoters of the genes. Transcription factor (TF) motif analysis indicated enrichment of unique sets of homeodomain transcription factors in both groups (Figure 1I, Figure S1D). In particular, predicted binding sites for Crx and Otx2, TFs involved in development and maintenance of the photoreceptor cells are highly enriched.

### 2.2 Aged retina is more sensitive to mild intraocular pressure elevation

In our previous works, we have demonstrated that intraocular hypertension of 90 mmHg, non‐physiological levels of pressure, induced ~50% loss of RGCs (Skowronska‐Krawczyk et al., 2015). Therefore, in search of a better system that would mimic the glaucomatous insult, the effects of different levels of IOP elevation on RGC survival were quantified, by unilaterally elevating IOP in 3‐month‐old C57BL/6J to 30, 50, or 90 mmHg for 1 h. The contralateral eye served as a healthy sham control. At day 7 post‐IOP, retinas were dissected, fixed, and stained using the antibody against Brn3a or RBPMS, specific markers for RGCs. In comparison with control, we found that only IOP elevated to 50 and 90 mmHg pressure induced a significant decrease in the RGC count. In addition, there was a direct correlation between the magnitude of RGC loss with the level of applied IOP. Mild IOP elevation of 30 mmHg had no impact on RGC count in 3‐month‐old animal after 7 days. To explore whether simple needle puncture can contribute to RGC loss, 7 mm Hg and 15 mmHg pressure cohorts were tested. At 7 days post‐procedure, analysis of the immunostained retinal flat mounts revealed no decrease in RGC count in procedural eyes as compared to healthy contralateral eyes (Figure S2A,B). Importantly, RGC quantification at 21 days post‐IOP elevation depicted similar numbers of preserved RGCs to those of 7 days post‐IOP (Figure S2C,D).

To evaluate the effect of increasing IOP levels on the integrity of the visual pathway, VEP was measured in each group of animals (Figure S2E) and response amplitudes were quantified from the peak‐to‐peak analysis of the first negative component N1 (Figure S2F). Interestingly, there was a decrease in visual potential amplitude compared to contralateral healthy eye in all experimental groups at day 7 post‐IOP. The eyes exposed to 30, 50, and 90 mmHg resulted in reduction of the P1‐N1 but the reduction was significant only for IOP >30 mmHg. In addition, the magnitude of reduction correlated with the level of applied IOP. VEP signals were not affected by the procedure (Figure S2F), and VEP amplitudes in IOP‐treated eyes 21 days post‐IOP were reduced only in groups with IOP elevation >30 mmHg (Figure S2G).

To assess potential effects of the IOP elevation on the temporal properties of VEP response, we measured the change in P1 and N1 time‐to‐peak of the VEP signal. Only the latencies for the 90‐mmHg experimental group showed a significant increase for P1 and N1 component, respectively, at 7 days post‐procedure. Interestingly, this change reverted by day 21 post‐IOP treatment. None of the other groups exhibited P1 or N1 latency change 7 or 21 days post‐IOP (Figure S2H,I).

Next, to explore the extent to which the age of the animal influences the impact of IOP elevation on retinal morphology and function, IOP was unilaterally elevated to 30 mmHg for 1 hour in 3‐, 6‐, 12‐, and 18‐month‐old wildtype C57BL/6 mice. At day 7 after IOP elevation, animals were sacrificed, and immunohistochemistry was performed using anti‐Brn3a antibody on flat‐mounted retinas. We observed that in 6‐month, 12‐month, and 18‐month‐old animals, RGC count was significantly lower in the retinas exposed to elevated IOP compared to control retinas. The loss of RGCs was drastically higher in 12‐ and 18‐month‐old animals compared to 3‐month‐old animals, suggesting that RGCs in aged animals are more vulnerable to IOP elevation. (Figure 2a).

**FIGURE 2:**
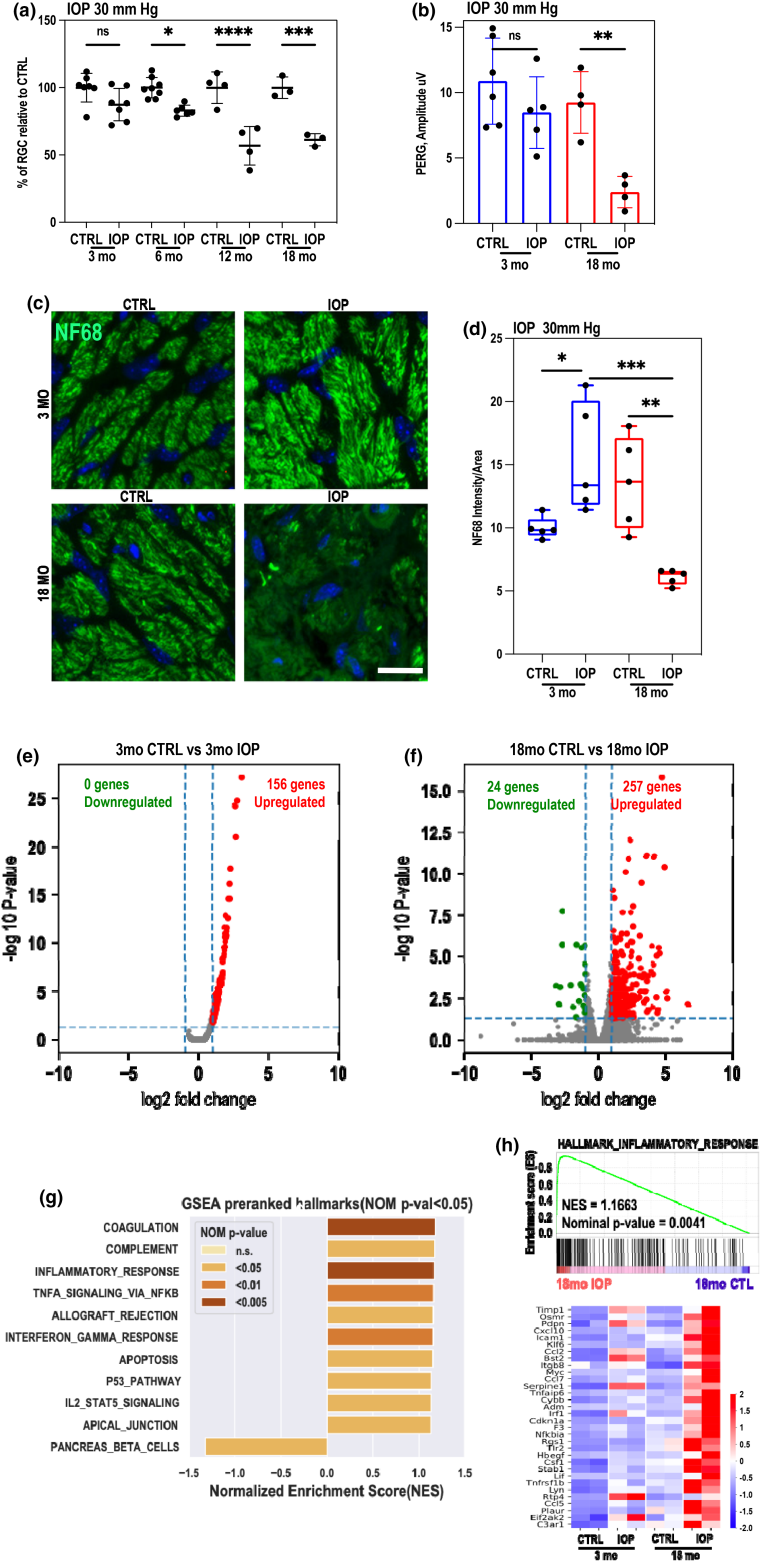
Aged retina is more sensitive to the mild intraocular pressure elevation. (a) Loss of RGC upon stress is more severe in aged animals. Quantification (Brn3a immunostaining) of RGC loss in 3‐month (*n* = 8), 6‐month (*n* = 8), 12‐month (*n* = 4), and 18‐month‐old (*n* = 5) wildtype retinas upon 30 mmHg IOP on day 5 after treatment (one‐way ANOVA, multiple comparisons, mean and SD are shown. *p < 0.05; ***p < 0.001; ****p < 0.0001). (b) PERG performed on IOP‐treated and non‐treated (CTRL) eyes on day 5 after IOP treatment in 3‐month and 18‐month‐old C57BL/6J mice (one‐way ANOVA, multiple comparisons, *p < 0.05; **p < 0.01; ***p < 0.001). (c) NF68 immunohistochemistry in the glial lamina. (top‐left) young mice with non‐IOP elevation. (top right) young mice with IOP elevation. (bottom‐left), aged mice with non‐IOP elevation. (bottom right) aged mice with IOP elevation. (d) Quantitative analyses of NF68 immunoreactivity (*n* = 5 images/group). Mean and SD are shown. Statistical significance determined using one‐way ANOVA. *p < 0.05; **p < 0.01; ***p < 0.001. Scale bar: 100um (all panels). (e, f) Volcano plots of differentially expressed genes between retinas in 3‐month‐old (e) and 18‐month‐old (f) upon 30 mmHg IOP. *n* = 2 biological replicates. The numbers of DEGs with defined significance cut‐offs were marked in the upper space of the plots. (g) Gene set enrichment analysis of RNA‐seq data was performed using GSEA‐Preranked module. *n* = 2 biological replicates. Using the MSigDB hallmark gene set collection (v7.5.1). The bar plot in figure 2g showed all defined significant enriched (nominal *p*‐value <5%) hallmark gene sets from pre‐ranked GSEA in IOP‐treated retina compared to the contralateral non‐treatment retina from the RNA‐seq data were described above. NOM p‐value was shown by a discrete color scale (see scale legend in the figure). (h) Heatmap of row z‐score of RPKM of each gene in gene set: Hallmark inflammatory response (with its pre‐ranked GSEA enrichment plot on top of the heatmap). *N* = 2 biological replicates. The row z‐scores were indicated by a continuous color scale (see scale legend in the figure).

To investigate the extent to which age contributes to the loss of RGC function in vision after IOP elevation, IOP was unilaterally raised in 3‐ and 18‐month‐old animals and pattern electroretinogram (pERG), measurement that can capture specific response from RGCs, was performed. At 5 days following IOP elevation, not only was the number of RGCs lower in the treated eyes but also 18‐month‐old animals showed a dramatically reduced PERG amplitude after IOP (mean, 2.39 ± 1.19 μV [SD]; *n* = 4 eyes) in comparison to the control eye (mean, 9.25 ± 2.36 μV; *n* = 4 eyes), whereas in young animals no significant difference between treated and non‐treated eyes was observed (mean, 8.49 ± 2.74 μV; *n* = 5 eyes and mean, 10.89 ± 3.29 μV; *n* = 6 eyes, respectively; Figure 2b).

To further investigate the age‐related impact on visual path, we performed immunohistochemistry in the glial lamina cross‐sections from 3‐ and 18‐month‐old mice treated with IOP elevation (30 mmH) using the antibody for neurofilament 68 (NF68), a marker for axons (Figure 2c). The corresponding areas are marked by dashed line (Figure S2J). In comparison with control young mice with non‐IOP elevation, we first found that elevated IOP increased NF68 immunoreactivity in the glial lamina, showing evidence of insulted RGC axons due to IOP elevation. However, in samples isolated from the treated eyeballs from 18‐month‐old animals, elevated IOP exacerbated axonal degeneration, as observed by a significant reduction of NF68 immunoreactivity in the glial lamina, an effect observed reproducibly in every optic nerve head isolated from the elevated IOP‐treated eye (Figure 2d and Figure S2J). The average region of the axon loss after unique IOP elevation event was assessed to be ~15% and localized in one sector of the optic nerve (Figure S2J *right*).

To capture age‐dependent transcriptional changes in the retinas upon unilateral IOP elevation, RNA‐seq analysis on bulk retinas collected 2 days after the procedure was performed, when cell loss is not yet observed (Rocha et al., 2020). 

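In this experiment, 1 eye per animal received 30 mmHg for 1 h, the untreated contralateral eye was the control, and RNA was prepared and counted as for the age comparison. There were 2 libraries each of 3mo IOP and 18mo IOP retinas beside the control libraries of each age. The 3mo IOP libraries had 54326570 and 41667719 mapped tags, with 38853909 and 28421441 in exons. The 18mo IOP libraries had 54927687 and 59455029, with 36973262 and 41653263 in exons. All 8 libraries were fitted together in limma as 4 groups, and whether the response differed between the ages was tested as the interaction of IOP with age. Library numbers were not used to pair eyes. Between same-numbered libraries, the log2 differences of IOP from control correlated across genes at r = -0.015 at 3mo and 0.0771 at 18mo, against 0.215 and 0.551 for the other pairing.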

The transcriptome changes were identified using Bioconductor package DESeq2 (Love et al., 2014). 

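At 3mo, 78 genes were called higher and 1 lower in IOP than in control retinas by limma with Benjamini-Hochberg adjustment, and 1169 of 13731 tested genes had an unadjusted p under 0.05. Timp1, Serpina3n and Edn2 had the largest rises among genes without overlap. Timp1 (NM_011593, chromosome X, 20870166 to 20874737), which overlaps Syn1 on the opposite strand, had 0.320 ± 0.0134 FPKM in control and 19.2 ± 2.52 in IOP retinas (SD, n = 2 each), a log2 fold change of 4.58 (limma adjusted p = 0.0185). Serpina3n (NM_009252, chromosome 12, 104406708 to 104414329) had 5.61 ± 3.63 and 113 ± 10.4 FPKM (log2 fold change 4.35, limma adjusted p = 0.0319), and Edn2 (NM_007902, chromosome 4, 120161206 to 120167360) had 1.03 ± 0.214 and 21.6 ± 3.64 FPKM (log2 fold change 3.85, limma adjusted p = 0.0185). The gene called lower was Mir874 (NR_030544, chromosome 13, 58023125 to 58023200), which lies inside Klhl3 on the same strand, so that reads of its host count for it. It had 2.06 ± 0.642 FPKM in control and 0.245 and 0 FPKM in IOP retinas, at least 2.14-fold lower. It was not called without a filter on low values, with a mean of at least 2 FPKM, with the replicate block, with GC content or both trends removed, or with voom. Leaving the low values unfiltered moved the count of higher genes most among the alternatives set beforehand, to 9, while 20 were called with median-of-ratios size factors and 13 after quantile normalization. Without a test, 410 genes rose by at least 2-fold, and 696 did without 3mo control replicate 2.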

We found that in young retinas, only 156 genes were significantly up‐regulated (log2 fold ≥1, FDR ≤0.05), and no genes were significantly down‐regulated upon IOP stress (log2 fold ≤−1, FDR ≤0.05; Figure 2e). In contrast, in aged retinas, 257 genes were significantly up‐regulated (log2 fold ≥1, FDR ≤0.05) and 24 genes were significantly down‐regulated upon 30 mm Hg IOP stress (log2 fold ≤−1, FDR ≤0.05; Figure 2f).

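In 18mo retinas, 16 genes were called higher and 1 lower after IOP (limma with Benjamini-Hochberg adjustment), and 1297 had an unadjusted p under 0.05. Timp1 rose from 0.752 ± 0.0361 to 25.2 ± 20.3 FPKM, with 10.9 and 39.6 FPKM in the IOP libraries (log2 fold change 4.09, limma adjusted p = 0.0443, range over the alternatives 0.0398 to 0.218). C3 (NM_009778, chromosome 17, 57203967 to 57228136) rose from 0.523 ± 0.0827 to 14.9 ± 10.6 FPKM (log2 fold change 3.72, limma adjusted p = 0.0443, range 0.0398 to 0.172). Mir6978 lies within C3 on the same strand. Steap4 (NM_054098, chromosome 5, 7960472 to 7982213) rose from 0.740 ± 0.149 to 14.5 ± 10.4 FPKM (log2 fold change 3.40, limma adjusted p = 0.0443, range 0.0415 to 0.174). The gene called lower was E130310I04Rik (NR_045723, chromosome 16, 34943175 to 34958994), which overlaps Mylk on the opposite strand and had 15.2 ± 2.34 and 5.32 ± 0.0608 FPKM (log2 fold change -1.42, limma adjusted p = 0.0443, range 0.0398 to 0.195). The 17 calls lay close to the threshold. None remained with pseudocount 0.1, with median-of-ratios size factors, with the replicate block or with only the 2 groups in the fit, where 0 genes were called. Without a test, 390 genes rose and 24 fell by at least 2-fold. Without 18mo IOP replicate 1, 532 rose and 211 fell. In the interaction test no gene's response differed between the ages (smallest adjusted p = 1), and 218 genes had an unadjusted p under 0.05. Among negative interactions, where the response was lower at 18mo, the smallest p-values were those of Grem1 (NM_011824, chromosome 2, 113748675 to 113758648), Tagln and Acta2. Among positive interactions they were those of AF357425, Mir874 and H2-Aa. Grem1 had 0.257 ± 0.0735 FPKM in 3mo control and 4.98 ± 1.48 in 3mo IOP, and 0.384 ± 0.247 and 0.371 ± 0.0735 FPKM in 18mo control and IOP retinas. Its interaction was -2.83 (limma unadjusted p = 0.000106, adjusted p = 1).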

The pre‐ranked GSEA showed no significantly enriched pathways in 3‐month‐old retinas pairs while 9 up‐regulated gene sets and 1 down‐regulated gene set were significantly enriched at nominal *p*‐value <5% between control and IOP treatment in 18‐month‐old retinas (MsigDB hallmark collection version v7.5.1; Figure 2g). These gene sets included a series of inflammatory pathways (TNFα signaling via NFκB, INFγ response, complement, IL2‐STAT5 signaling, and others), p53 and apoptosis pathways and downregulated set of genes recognized as connected with pancreas beta cells pathway. 

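At 3mo, 8 of the 13 pathway lists were higher after IOP past the threshold of camera in limma. Interferon response genes had the largest median, 1.36 above all tested genes (adjusted p = 1.05e-65), with 55 of 55 members rising and 54 without overlap. Complement genes rose by 1.12 (adjusted p = 4.79e-16, 16 of 16 members rising), and IL-6, JAK and STAT3 genes by 0.78 (adjusted p = 5.27e-22, 44 of 45). TNFα and NF-κB genes rose by 0.39 (adjusted p = 4.23e-12, 57 of 60; 0.45 with members at the limit of 3 reads placed at their bound). Apoptosis and p53 genes rose by 0.20 (adjusted p = 0.000845, 43 of 50 members rising). At 18mo, 9 lists were higher. TNFα and NF-κB genes rose by 1.15 (camera adjusted p = 2.85e-32, 58 of 60 members rising and 52 without overlap), and interferon response genes by 0.96 (adjusted p = 5.84e-33, 55 of 55 rising, 49 without overlap). Complement genes rose by 0.96 (adjusted p = 1.99e-12, 14 of 16 rising), IL-6, JAK and STAT3 genes by 0.76 (adjusted p = 1.12e-24, 44 of 45 rising) and apoptosis and p53 genes by 0.18 (adjusted p = 6.67e-05, 42 of 50 rising). Cytosolic ribosomal protein genes rose by 0.19 (adjusted p = 0.04, 83 of 86 rising). With the closest Reactome sets in place of the lists, the senescence and ribosome sets did not pass at 18mo (adjusted p = 0.0863 and 0.0514). The apoptosis set did not pass at 3mo (0.046, adjusted p = 0.143) and passed at 18mo (0.10, adjusted p = 0.0229). Its difference between the ages did not pass (0.044, adjusted p = 0.878). With fry 6 lists passed at 3mo and 7 at 18mo, and with an estimated inter-gene correlation 4 passed at each age, which was the setting that moved the lists most. Few members were called over all genes: 4 of the TNFα and NF-κB genes at 3mo and 1 at 18mo, 25 and 0 interferon response genes, 1 and 0 apoptosis and p53 genes. Adjusted over the list alone, the counts were 14 and 46, 52 and 43, and 3 and 11. Of the apoptosis and p53 genes, 17 had an unadjusted p under 0.05 at 18mo. By the interaction, TNFα and NF-κB genes responded more at 18mo by 0.44 (camera adjusted p = 3.25e-11, 44 of 60 members) and interferon response genes less, with -0.53 (adjusted p = 3.03e-18, 6 of 55 members with a larger response at 18mo). With voom, chosen after the values were seen, the former did not pass (adjusted p = 0.698, range over the alternatives 3.82e-15 to 0.698). No list's difference between the ages passed with fry (lowest adjusted p = 0.893) or an estimated correlation (lowest 0.432).

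**Figure D2:**
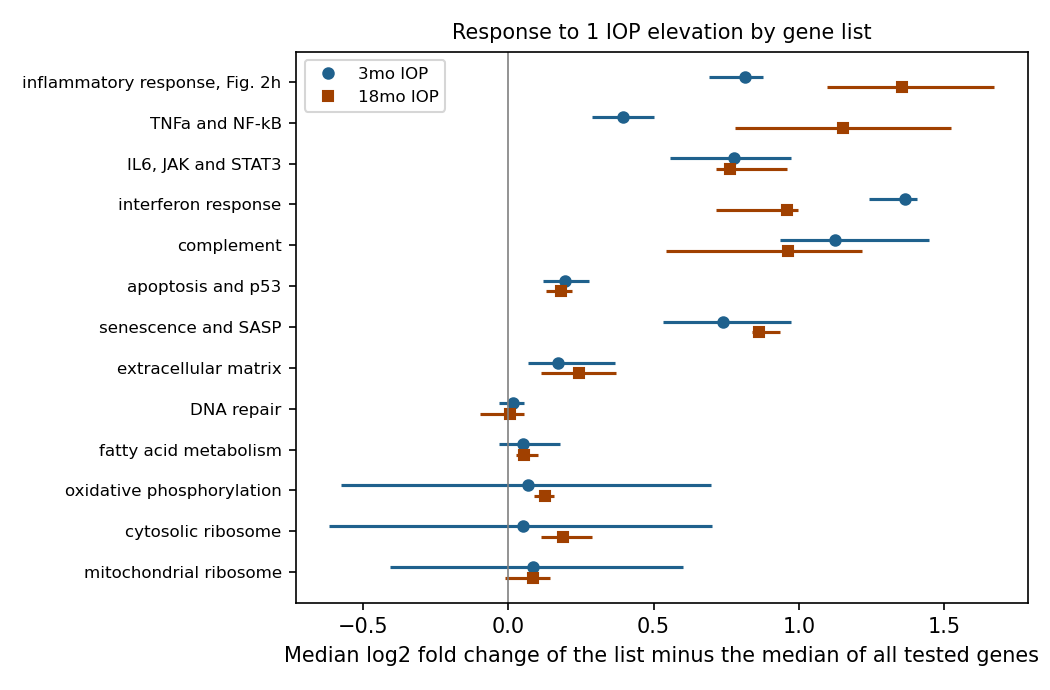
Median log2 fold change of each pathway list after IOP, above the median of all tested genes, at 3mo and 18mo. Dots are the values from all libraries and lines span the values with each library left out in turn. Interferon response genes sit at 1.36 at 3mo and 0.96 at 18mo, and TNFα and NF-κB genes at 0.39 and 1.15.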

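Of 32 inflammatory genes legible in Fig. 2h, 30 were tested in the single-IOP libraries, all but Cybb and Stab1. Every tested gene rose after IOP at both ages, 27 without overlap at 3mo and 30 at 18mo. A log2 fold change of at least 1 was reached by 15 at 3mo and 24 at 18mo. The rises ranged from 0.16 (Adm) to 4.58 (Timp1) at 3mo and from 0.61 (Eif2ak2) to 4.09 (Timp1) at 18mo. At 3mo Adm turned to a fall after quantile normalization and with either or both trends of length and GC content removed, and Itgb8 did with median-of-ratios size factors, quantile normalization or the length trend removed. Over all tested genes, 6 were called at 3mo and 2 at 18mo, Timp1 and Osmr (NM_011019, chromosome 15, 6813577 to 6874313). Osmr had log2 fold changes of 1.56 at 3mo (limma adjusted p = 0.0325) and 1.78 at 18mo (limma adjusted p = 0.0443). Adjusted over the list alone, 16 members at 3mo and 28 at 18mo had an adjusted p of at most 0.05. The list was chosen by the paper on these libraries, so this count is not independent evidence. Relative to all tested genes, the median of the list was 0.81 at 3mo (camera in limma, adjusted p = 1.41e-21) and 1.35 at 18mo (adjusted p = 1.98e-35). The rise was larger at 18mo for 21 genes and at 3mo for 9, and the median interaction was 0.33 (camera adjusted p = 0.000272). With pseudocount 0.1 this difference was 0.13 and did not pass (adjusted p = 0.691, range over the alternatives 1.42e-07 to 0.691), and with voom, chosen after the values were seen, its sign turned to -0.23. No single gene of the list had an interaction past the threshold (limma adjusted p = 1 for each), and the smallest unadjusted p was 0.00419, for Itgb8.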

Interestingly, the core genes within significantly enriched pathways (e.g., inflammatory and apoptosis) were robustly upregulated in 18‐month‐old animals upon stress whereas only slightly upregulated in young retinas (Figure 2h, Figure S2K). Similarly, when we plotted heatmaps for senescence and extracellular matrix deregulation pathways (Rocha et al., 2020) we have observed robust upregulation of the genes in these pathways in 18‐month‐old IOP‐treated retinas but only limited deregulation in 3‐month‐old‐treated retinas. 

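Senescence and SASP genes rose by a median of 0.74 above all tested genes at 3mo (camera in limma, adjusted p = 8.43e-20) and of 0.86 at 18mo (adjusted p = 4.92e-23). At 3mo 42 of 43 members rose, 34 without overlap, and at 18mo 40 of 43 did, 33 without overlap. With 3 members at the limit of 3 reads placed at their bound, the median at 3mo was 0.90. Over all tested genes 6 members were called at 3mo and 1 at 18mo, and adjusted over the list alone 19 and 29. The difference between the ages was 0.04 (camera interaction adjusted p = 0.433), with a larger response at 18mo in 21 of 43 members. Its direction turned with median-of-ratios size factors (-0.03), pseudocount 0.1 (-0.21) and voom (-0.40). Extracellular matrix genes rose by 0.17 at 3mo (camera adjusted p = 1.36e-05, 58 of 72 members rising) and by 0.24 at 18mo (adjusted p = 0.00029, 52 of 72 rising). In this list 3 members were called at 3mo and 1 at 18mo, and adjusted over the list alone 15 and 12. Their difference between the ages was -0.02 (camera interaction adjusted p = 0.61), and its sign turned without a filter on low values, after quantile normalization, and with the GC trend or both trends removed. The extracellular matrix list did not pass with fry at 3mo (adjusted p = 0.0562) or at 18mo (adjusted p = 0.0864). By camera, the closest Reactome set passed at 3mo (0.14, adjusted p = 4.96e-07) and at 18mo (0.24, adjusted p = 1.26e-08).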

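The 65 genes with the smallest p after IOP at 18mo were set against their change at 3mo. All 65 changed in the same direction at 3mo, and 63 rose at 18mo. The change was larger at 18mo for 45 of them, and 43 rose more at 18mo. Of the 65, 17 were called. Picking genes by their p at an age favours that age: of the 65 genes with the smallest p at 3mo, 59 changed more at 3mo, and 22 genes were in both picks. In 1000 simulations with equal responses at both ages, a mean of 47.36 of the 65 genes picked at 18mo changed more at 18mo, with a central range from 41 to 53. With each of the 8 libraries left out in turn, the count lay between 39, without 18mo IOP replicate 2, and 52, without 18mo IOP replicate 1.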

In total, out of 65 top genes dysregulated upon IOP elevation in 18‐month‐old retinas, 53 were upregulated more in the old retinas than in the young retinas upon IOP stress (Figure S2L).

Next, we asked whether the dysregulation of expression of genes involved in inflammaging, and senescence detected in bulk RNAseq can be observed in RGCs. For that, 2 days after unilateral 30 mmHg IOP elevation, eyeballs were extracted, fixed and cryosections were collected. First, we performed immunofluorescent staining of young and old retinas using antibody against uPAR, common receptor expressed on senescent cells (Coppé et al., 2008). Our data show that uPAR is specifically expressed in RGCs (Figure 3a), further confirming senescence in these non‐dividing neurons. Next, RNA scope experiment using specific probes for *p16Ink4a*, and *p19Arf* cell cycle inhibitors were used. We have observed upregulation of expression of both genes in retinal ganglion cell layer in retinas isolated from IOP‐treated eyes (Figure S3). Surprisingly, both transcripts were also observed in inner nuclear layer in retinas from stressed eyes. Lastly, we have performed HiPlex assay to detect several transcripts of other genes upregulated in 18‐month‐old retinas upon IOP elevation. 

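In the bulk RNA-seq of 18mo retinas, Cd44 (NM_001039151, chromosome 2, 102811142 to 102901665) rose after IOP from 3.10 ± 0.190 to 16.2 ± 4.85 FPKM (SD, n = 2 each) and was called (log2 fold change 2.19, limma adjusted p = 0.0443). Over the alternatives its adjusted p lay between 0.0398 and 0.15, and the call was lost in 8 of 13 settings. Ccl2 (NM_011333, chromosome 11, 82035577 to 82037452) rose from 1.50 ± 0.827 to 9.23 ± 2.32 FPKM and was not called (log2 fold change 2.33, limma adjusted p = 0.0519), except with pseudocount 1 (adjusted p = 0.0398, range up to 0.174). Rises that did not pass the threshold were seen for Fas (NM_007987, chromosome 19, 34290659 to 34327770) (1.64, limma adjusted p = 0.128), Hmox1 (NM_010442, chromosome 8, 75093618 to 75100593) (1.99, adjusted p = 0.244) and Tgfb1 (NM_011577, chromosome 7, 25687002 to 25705077) (0.82, adjusted p = 0.459). Hmox1 had 6.35 and 29.4 FPKM in the IOP libraries, and its log2 fold change was 0.93 without 18mo IOP replicate 2. At 3mo these genes had log2 fold changes of 1.36, 3.08, 1.83, 1.46 and 0.87, and Ccl2 was called (limma adjusted p = 0.0185). Cd44 was called at 3mo with pseudocount 0.1 (adjusted p = 0.0377). The smallest interaction p among the 5 genes was that of Cd44 (0.83, limma unadjusted p = 0.0335, adjusted p = 1). Bulk RNA does not show in which cells a transcript rose.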

We detected all transcripts being upregulated in RGCs (Figure 3b); however, several of them were also upregulated in other retinal cell types (Figure S3). Additionally, immunostaining using anti‐Fgf2 antibody, unequivocally, shows the specific presence of Fgf2 in RGC layer (Figure 3c).

**FIGURE 3:**
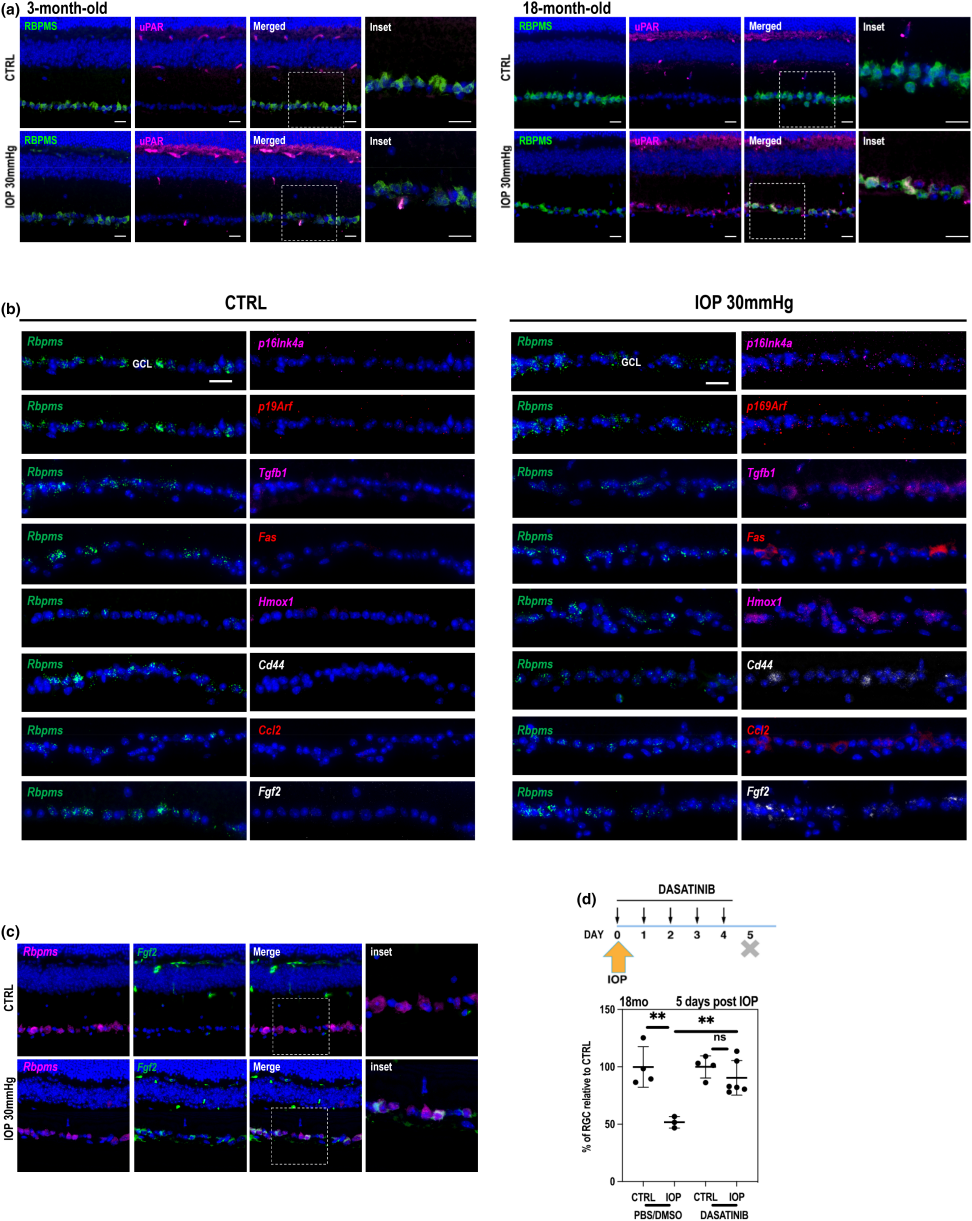
(a) uPAR immunostaining of retinal sections in 3‐month‐old (*left*) and old (*right*) control non‐treated retinas and IOP‐treated retinas. Size bar 20 μm. (b) RNAscope and HiPlex analysis of expression of a set of genes in RGC layer in control non‐treated and IOP‐treated retina. Size bar 20 μm. (c) Immunofluorescence analysis of Fgf2 in old non‐treated retinas and IOP‐treated. Size bar 20 μm. (d) RGC quantification after 5 days of Dasatinib treatment. Statistical significance determined using one‐way ANOVA. **p < 0.01.

Since we detected increased senescence markers in the 18‐month‐old retina, and especially in RGCs, upon IOP elevation, we decided to test whether we can use a senolytic approach to remove early senescent cells and potentially protect retinal cells from death, as we did previously in young animal upon 90 mmHg IOP (Rocha et al., 2020). Accordingly, we followed a previously established protocol (Figure 3d, *top*), and after unilateral 30 mmHg IOP treatment of the retina, 18‐month‐old animals were intraperitoneally injected daily with a senolytic drug, dasatinib. After 5 days, retinas were collected and immunohistochemistry using anti‐Brn3a antibody was performed on IOP‐treated and non‐treated flat‐mounted retinas. Our quantified data showed a protective effect of a senolytic drug on RGC number after stress caused by IOP elevation (Figure 3d, *bottom*).

### 2.3 Age‐related epigenetic remodeling upon stress facilitates robust transcriptional response

To understand the chromatin remodeling events that occur after IOP elevation in young and aged retinas, we performed ATAC‐seq on retinas isolated three days after the 30 mmHg IOP treatment. Similar to transcriptional age‐related differences, we observed more changes in chromatin accessibility upon IOP stress in aged retinas (Figure 4a and Figure S4A). In particular, when we compared the regions specifically open upon stress, almost four times more regions became opened upon stress in chromatin isolated from 18‐month‐old retinas than 3‐month‐old retinas. In both cases, most of the regions were either intronic or intergenic (Figure 4a,b). All of these newly opened regions, after cross‐referencing with mouse genome database, were located in enhancers. Only very few regions, also localized in enhancers, lost accessibility.

**FIGURE 4:**
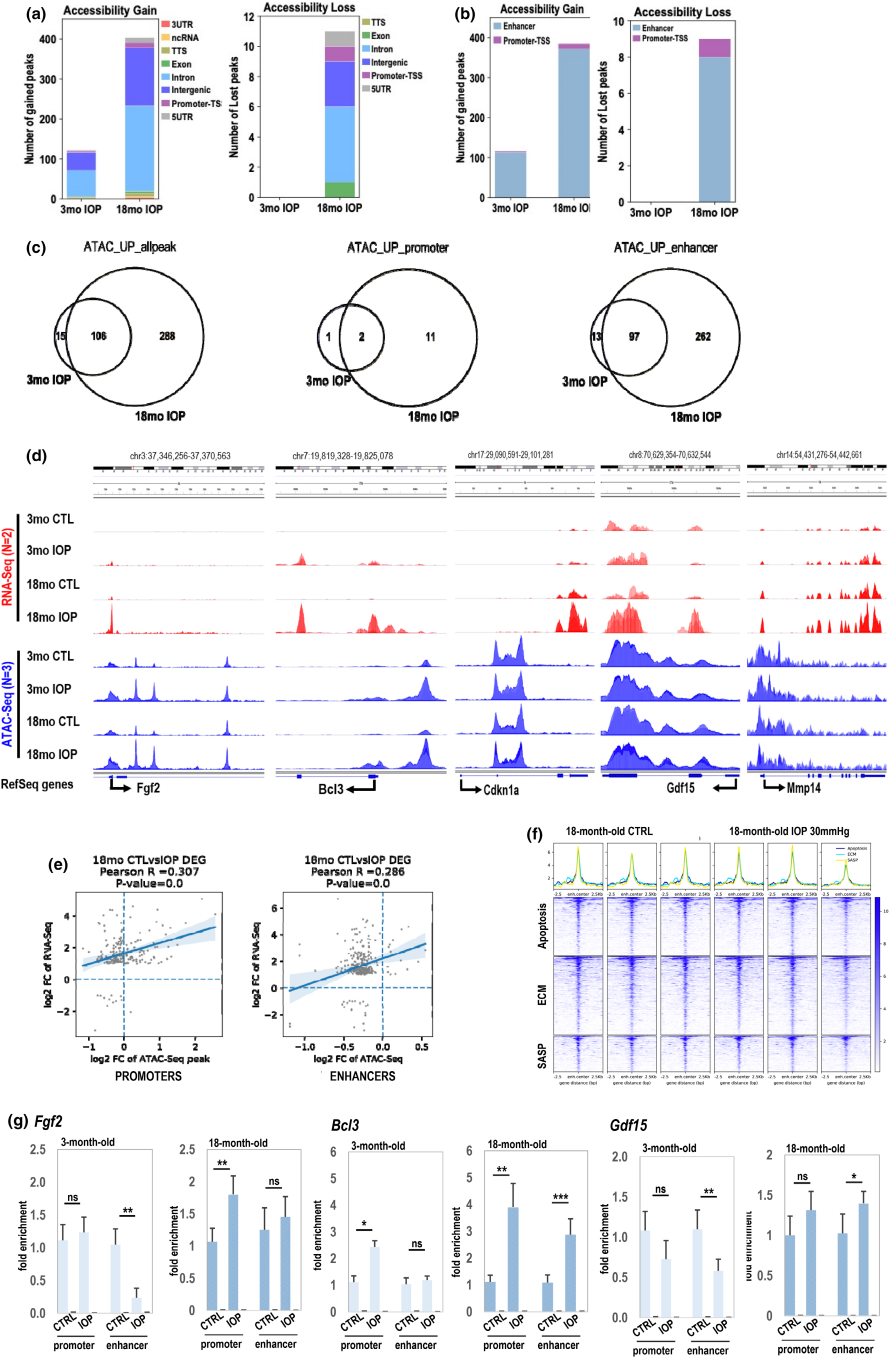
ATAC‐seq analysis of stress‐related epigenetic change. (a, b) stacked bar plots showed gained or lost accessible regions in both comprehensive distribution (a) and cis‐element distribution (b) with cutoffs at 0.05 in FDR and two‐fold change of normalized ATAC‐seq signal. Specific genomic regions were color coded. (c) Venn diagrams showed overlaps of accessibility gain genome‐widely or at enhancers/promoters upon mild IOP stress between 3‐month‐old and 18‐month‐old retinae. (d) The IGV tracks illustrate multiple top‐ranked IOP‐related DE gene locations in 18‐month‐old retinae with dynamic changes in chromatin accessibility by dual factors: Aging and mild IOP. IGV, integrative genomics viewer. (e) R‐square plots illustrate the correlation between transcription activation and chromatin accessibility changes upon mild IOP treatment in 18‐month‐old mouse retinae on promoter‐TSS regions (left) or activity‐by‐contact (ABC) index of both promoters and predicted enhancers with weighted calculation by known *cis*‐looping contacts (right). (f) Profile plots and heatmap plots for chromatin accessibility intensities (deepTools normalized RPKM with bin size 5) over the nearest enhancer regions (2.5 kb flanking distance to center of each region) of curated gene set. In the heatmap plot, higher accessible chromatin regions were shown in darker color (see color legend) and the genomic regions were sorted based on descending order of mean signal value per region in IOP‐treated 18‐month‐old mouse retina. *n* = 3 biological replicates. (g) H3K27Ac ChIP‐qPCR analysis of selected regulatory elements. Statistical significance determined using unpaired *t* test. *N* = 3 biological replicates *p < 0.05; **p < 0.01; ***p < 0.001

Next, we used HOMER analysis (Boeva, 2016; Shiraishi‐Yamaguchi & Furuichi, 2007) to detect predicted TF binding sites in regions specifically open upon IOP elevation in aged animals (Figure S4A). We detected that the top 5 results belonged to STAT family of TFs well known effectors of response to interferons and inflammation. Interestingly, other TF bindings sites significantly enriched on regulatory elements open upon mild IOP in 18mo retinas were those of homeodomain TFs previously detected as enriched on open elements in aged retina when compared to open elements in young retina (Crx and Otx2), (Figure S4B). This finding again shows similarities in aging and stress response program.

Then, we looked at the overlap between the epigenetic programs upon stress in 3‐month‐old and 18‐month‐old retinas (Figure 4c). Immediately, it became apparent that DNA accessibility in young animals almost fully overlaps with that of old animals. We also observed that most stress‐induced changes on the chromatin level occurred on enhancers in both 3‐month‐old and 18‐month‐old animals, with only 262 additional open enhancers found in aged animal.

When we looked at specific examples, we noted that although, some genes highly upregulated specifically in aged retina, only few of them had some changed accessibility in aged retina upon IOP (*Fgf2*, *Bcl3*), while other genes (*Cdkn1a*, *Gdf15*, *Mmp14*) had no change in accessibility in their locus despite significant transcription upregulation (Figure 4d). 

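RNA of these 5 genes rose after IOP at 18mo, and none was called at that age under any setting run. Fgf2 (NM_008006, chromosome 3, 37348653 to 37404830) rose at 3mo from 1.27 ± 0.125 to 7.67 ± 0.855 FPKM and at 18mo from 4.25 ± 0.300 to 32.4 ± 26.98 FPKM (SD, n = 2 each), log2 fold changes of 2.20 (limma adjusted p = 0.133) and 2.50 (adjusted p = 0.115). Bcl3 (NM_033601, chromosome 7, 19808462 to 19822755) rose from 0.143 ± 0.0905 to 4.23 ± 1.52 and from 0.508 ± 0.241 to 9.41 ± 9.27 FPKM, log2 fold changes of 2.85 (limma adjusted p = 0.127) and 2.90 (adjusted p = 0.135). The 18mo IOP libraries differed, with 13.3 and 51.5 FPKM for Fgf2 and 2.85 and 15.971 FPKM for Bcl3. In a fit of only the 2 groups, both genes were called at 3mo (limma adjusted p = 0.015 each). The interaction of IOP with age was 0.29 for Fgf2 (limma unadjusted p = 0.69) and 0.05 for Bcl3 (unadjusted p = 0.954), and that of Bcl3 turned to -0.60 with pseudocount 0.1 and to -1.07 with voom. Cdkn1a (NM_007669, chromosome 17, 29093769 to 29100722) had 4.75 ± 0.384 FPKM in 18mo control and 14.4 ± 6.08 in 18mo IOP retinas (log2 fold change 1.45, limma adjusted p = 0.115) and a log2 fold change of 0.68 at 3mo. Gdf15 (NM_001330687, chromosome 8, 70629393 to 70632456) had 0.258 ± 0.0573 and 1.65 ± 0.591 FPKM at 18mo (log2 fold change 1.48, limma adjusted p = 0.115). Its change at 3mo, 0.25, turned to a fall after quantile normalization and with either or both trends of length and GC content removed. Mmp14 (NM_008608, chromosome 14, 54431598 to 54442456) had 6.98 ± 0.233 and 13.4 ± 0.603 FPKM at 18mo (log2 fold change 0.90, limma adjusted p = 0.209) and a log2 fold change of 1.09 at 3mo. Interactions were 0.77 for Cdkn1a (limma unadjusted p = 0.0946), 1.23 for Gdf15 (unadjusted p = 0.0187) and -0.19 for Mmp14 (unadjusted p = 0.598), each with an adjusted p of 1.

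**Figure D3:**
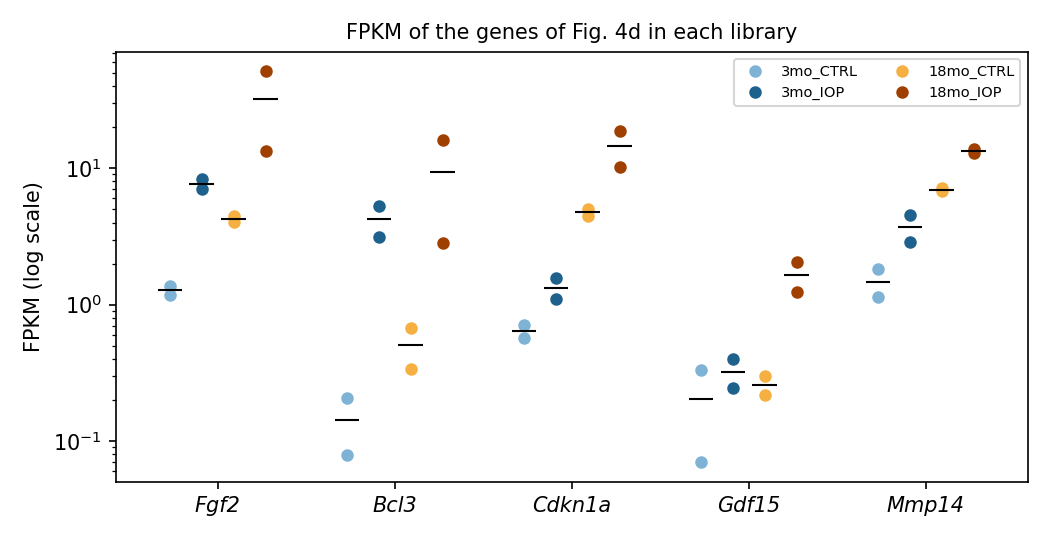
FPKM (log scale) of Fgf2, Bcl3, Cdkn1a, Gdf15 and Mmp14 in the 3mo and 18mo control and IOP retinas. Dots are single libraries and bars are means of 2 libraries. The 18mo IOP libraries have 13.3 and 51.5 FPKM for Fgf2.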

Then, statistical scoring based on estimating enhancer activity and enhancer‐promoter contact frequency by Activity‐by‐contact (ABC) model was performed on ATAC‐Seq data which was projected on published Hi‐C data in adult mouse retinas (Norrie et al., 2019; Figure 4e). Each dot in R‐square plot represents one activated DE gene with log2foldchange in transcription level versus log2foldchage of accessibility gain at promoter‐TSS region (±2.5 kb; left) or ABC score in the 1 Mb flanking range of promoter‐TSS (right). We found that there was only a mild correlation (*R* = 0.307) between the presence of open enhancers and gene upregulation, similarly mild correlation (*R* = 286) could be detected on promoters (Figure 4e). Interestingly, when we analyzed pathways of interests, such as SASP, ECM deregulation, and apoptosis we noted no change in enhancer openness for genes in these pathways. In fact, these enhancers were already open in non‐treated retina (Figure 4f, Figure S4C). This intriguing data suggest that other level of regulation (DNA modification, histone modification, or other) is involved in final activation of these genes upon signal. We therefore tested histone modification, H3K27Ac, as highly correlated with active regulatory DNA elements. Using chromatin immunoprecipitation followed by qPCR (ChIP‐qPCR) method, we looked at levels of H3K27Ac histone mark at promoters and enhancers of several genes differentially regulated in 18‐ versus 3‐month‐old animals at day 2 after IOP. Our data showed that in old animals, H3K27Ac levels are increased on all tested elements upon stress. In contrast, in young animals only one gene promoter (*Bcl3*) has significantly higher level of positive histone mark, while other tested regulatory elements show lower levels of H3K27Ac (Figure 4g).

### 2.4 Multiple low‐level stress occurrences amplify transcriptional response to mild stress and accelerate DNA methylation aging clock

Next, we investigated whether repeated mild IOP elevation in young animal can affect the expression levels of genes involved in the response to stress. In brief, 3‐month‐old animals were treated with unilateral 30 mmHg IOP elevation for 1 h, four times, every two weeks (Figure 5a). The contralateral eye served as a control. 

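The retinas of the treated eyes (4xIOP) and of the contralateral eyes (4xIOP control) gave 2 libraries each. The control libraries had 39766240 and 42330479 mapped tags, with 19726365 and 21058205 in exons. The 4xIOP libraries had 56161941 and 42267938, with 24810804 and 22716059 in exons. A transcript of 2000 bases with 3 reads had between 0.0267 and 0.0377 FPKM. The tags were counted by the same steps as those of the single-IOP libraries, but in a separate series, and were fitted apart, with 2 residual degrees of freedom. The test covered 13718 genes. Rpph1, the RNA component of RNase P, took between 3.91% and 5.39% of the exon reads of each library.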

Two days after the final IOP insult, retinas were collected and bulk RNA‐seq was performed. 

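After 4xIOP, 748 genes were called higher and 95 lower than in contralateral retinas (limma with Benjamini-Hochberg adjustment), and 2119 had an unadjusted p under 0.05. Quantile normalization moved the share of called genes that were higher from 88.7% to 77.9% (500 higher, 142 lower), and a mean of at least 2 FPKM moved the count of higher genes most, to 405. Saa3 (NM_011315, chromosome 7, 46711998 to 46715676) was not detected in either control library and had 192 ± 94.3 FPKM after 4xIOP (SD, n = 2), at least 1340-fold higher (limma adjusted p = 4.99e-09). Lcn2 (NM_008491, chromosome 2, 32384637 to 32387739) rose from 1.19 ± 0.337 to 554 ± 382 FPKM (log2 fold change 8.18, limma adjusted p = 8.2e-08), and Serpina3n from 0.967 ± 0.529 to 203 ± 121 FPKM (log2 fold change 7.03, limma adjusted p = 1.61e-07). The largest falls were in Arr3, Mir183 and Ttr. Arr3 (NM_133205, chromosome X, 100605497 to 100618493) dropped from 164 ± 37.4 to 22.3 ± 0.837 FPKM (log2 fold change -2.83, limma adjusted p = 3.6e-05). Mir183 (NR_030713, chromosome 6, 30169668 to 30169737), which lies inside Mirc35hg on the same strand, had 4.46 ± 1.95 FPKM in control and 0.258 ± 0.365 after 4xIOP, at least 4.33-fold lower. Ttr dropped from 20.8 ± 3.19 to 3.02 ± 1.62 FPKM (log2 fold change -2.67, limma adjusted p = 4.07e-05). Ttr is in the list of retinal pigment epithelium markers, which was lower after 4xIOP as a set (median -1.22, camera adjusted p = 2.02e-07). Whether pigment epithelium taken with the control retinas gave this fall was not tested.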

Data analysis showed 893 genes significantly up‐regulated (log2 fold ≥1, FDR <0.05) and 142 genes significantly down‐regulated (log2 fold ≤−1, FDR <0.05) upon repeated stress, in comparison to non‐treated, contralateral eyes (Figure 5b). 

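Of the 13 pathway lists, 8 were higher after 4xIOP past the threshold of camera in limma, 7 of them also with fry and 3 with an estimated inter-gene correlation. Interferon response genes rose by a median of 2.32 above all tested genes (adjusted p = 4.56e-65), with 55 of 55 members higher without overlap and 53 called. Complement genes rose by 2.98 (adjusted p = 1.37e-29, 17 of 17 members rising), IL-6, JAK and STAT3 genes by 1.60 (adjusted p = 4.81e-31, 40 of 42) and TNFα and NF-κB genes by 0.83 (adjusted p = 4.37e-15, 42 of 49). Genes legible in Fig. 2h rose by 1.87 (adjusted p = 6.53e-29, 26 of 27; 2.03 with members at the limit of 3 reads placed at their bound), and 21 were called. Adjusted over the list alone, 55 interferon, 16 complement, 30 IL-6, 35 TNFα and 25 Fig. 2h genes had an adjusted p of at most 0.05. Apoptosis and p53 genes rose by 0.24 (camera adjusted p = 0.001), with 38 of 48 members rising, 25 without overlap and 8 called. DNA repair genes had a median of 0.05 and did not pass the threshold (camera adjusted p = 0.759, range over the alternatives 0.374 to 0.907), with 48 of 62 members rising. With the closest Reactome sets, 5 sets passed, and the sets of apoptosis, senescence and DNA repair did not (adjusted p = 0.0561, 0.0673 and 0.839).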

The pre‐ranked GSEA revealed several pathways involved in inflammatory response, apoptosis, and DNA repair to be significantly upregulated. 

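The same 8 lists were higher by camera after 4xIOP and after a single IOP elevation at 3mo. They were also higher at 18mo, where cytosolic ribosomal protein genes passed in addition.

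**Figure D4:**
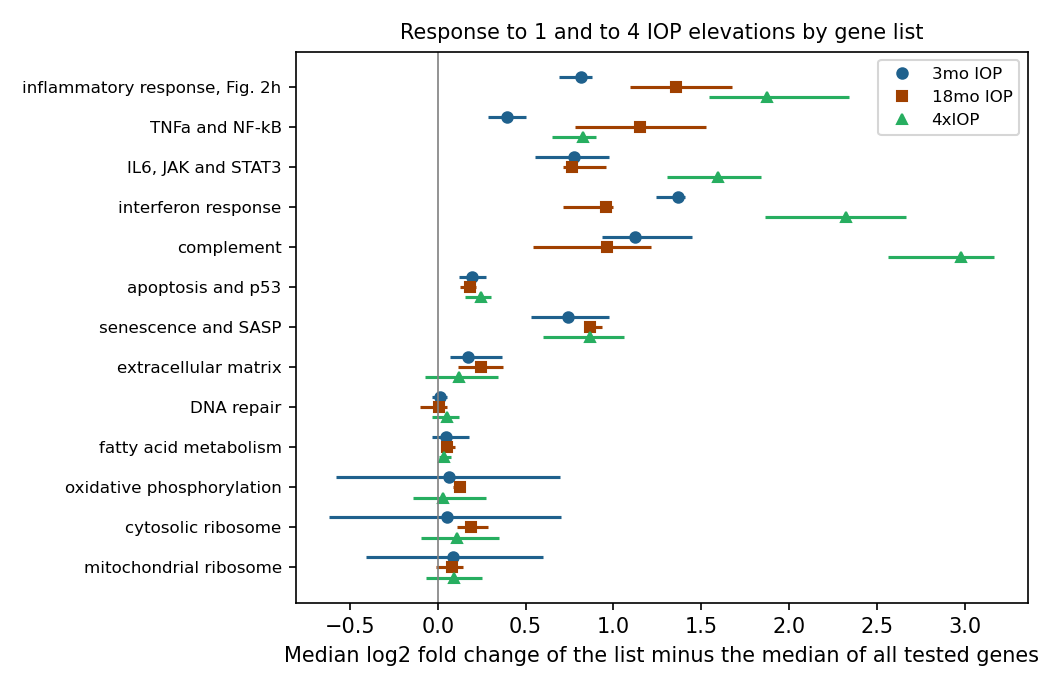
Median log2 fold change of each pathway list after IOP at 3mo, after IOP at 18mo and after 4xIOP, above the median of all tested genes. Dots are the values from all libraries and lines span the values with each library left out in turn. After 4xIOP, complement genes sit at 2.98 and interferon response genes at 2.32.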

Interestingly, the list of significantly upregulated pathways closely resembled that of pathways upregulated in 18‐month‐old retinas upon 30 mmHg IOP elevation (Figure 5c, Figure S5A,B). Moreover, when we compared pathways such as senescence and SASPs, ECM deregulation, and apoptosis, the pattern of gene expression in 4xIOP retinas resembled the expression pattern of aged retina after IOP and not that of young retina after the stress (Figure 5d, Figure S5C). This suggests that recurrent stress on young tissue can induce changes in its ability to respond to stress making it transcriptionally similar to aged retina. 

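Across the 13059 genes tested in both series, the log2 fold changes after 4xIOP correlated at Pearson r = 0.721 with those after IOP at 18mo and at 0.649 with those at 3mo, a difference of 0.072. These are correlations across genes, which are not independent replicates, and no library was shared between the series. Spearman rho, the alternative that moved them most, was 0.614 and 0.414, and among the 704 genes called after 4xIOP r was 0.76 and 0.693. Leaving out a library of an age lowered r with that age in each of 8 fits, so the order in these fits also reflects the smaller group. Without 18mo IOP replicate 1, 18mo IOP replicate 2 or 18mo control replicate 1, r with 18mo was the lower, with differences of -0.0529, -0.0179 and -0.0175. Without 3mo control replicate 1, r with 3mo was 0.418 and the difference 0.303. Between replicates the response at 3mo correlated at -0.015 or 0.215, depending on how the libraries were paired, so the coefficients were not corrected for noise. With the trends of length and GC content removed, r was 0.715 and 0.675, a difference of 0.0396. Senescence and SASP genes rose after 4xIOP by 0.86 above all tested genes (camera in limma, adjusted p = 4e-17), with 33 of 36 members rising, 30 without overlap and 16 called, and 28 adjusted over the list alone. Extracellular matrix genes rose by 0.12 (camera adjusted p = 0.0417, 43 of 64 members rising), with 13 called and 20 adjusted over the list alone. This list did not pass with fry (adjusted p = 0.113), and its median was -0.07 without 4xIOP replicate 1 and 0.34 without 4xIOP replicate 2. The closest Reactome set passed by camera (0.25, adjusted p = 6.38e-06). From the likeness of these patterns to the aged retina after IOP, the paper proposes that recurrent stress makes young tissue transcriptionally similar to aged retina.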

We therefore hypothesized that dynamics of H3K27Ac levels in young retinas upon repetitive stress will be similar to aged retinas upon one‐time stress. To test this hypothesis, we performed ChIP followed by next‐generation sequencing, ChIP‐seq, using anti‐H3K27Ac antibody. 

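In the RNA of the same experiment, Fgf2 (NM_008006, chromosome 3, 37348653 to 37404830) rose from 1.10 ± 0.675 in contralateral to 23 ± 1.61 FPKM in 4xIOP retinas (SD, n = 2 each), a log2 fold change of 3.94 (standard error 0.265, limma adjusted p = 7.5e-07). Cebpd (NM_007679, chromosome 16, 15887286 to 15889545), which overlaps Spidr on the opposite strand, rose from 1.14 ± 0.400 to 25.4 ± 3.72 FPKM (log2 fold change 3.99, limma adjusted p = 2.19e-07). Bcl3 rose from 0.0675 ± 0.0219 to 5.78 ± 1.27 FPKM (log2 fold change 3.45, limma adjusted p = 6.78e-07). After a single IOP elevation at 3mo, Cebpd was called (log2 fold change 3.35, limma adjusted p = 0.0322), and it rose by 2.13 at 18mo (adjusted p = 0.125). Gapdh (NM_001289726, chromosome 6, 125161852 to 125166467) had 8.40 ± 0.657 and 5.59 ± 0.338 FPKM and was not called under any setting run (log2 fold change -0.55, limma adjusted p = 0.164).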

First, we looked at the selected examples and we noted that high levels of this positive mark can be detected at the regulatory regions of genes highly upregulated only upon 4xIOP (Figure 5e). We then looked genome‐wide and prepared heatmaps of regulatory regions of genes included in selected pathways upregulated in retinas upon repetitive stress (Figure S5A). In contrast to ATAC‐seq data in aged retinas upon 1xIOP, H3K27Ac peaks were highly upregulated upon repetitive stress in young retinas in all upregulated genes (Figure S5D) and in selected pathways, including TNFα pathway, inflammaging, and merged senescence/SASP (Figure 5f). In fact, we detected very high correlation of H3K27Ac mark present on promoter and gene activity in retina that underwent several rounds of stress (Figure 5g).

**FIGURE 5:**
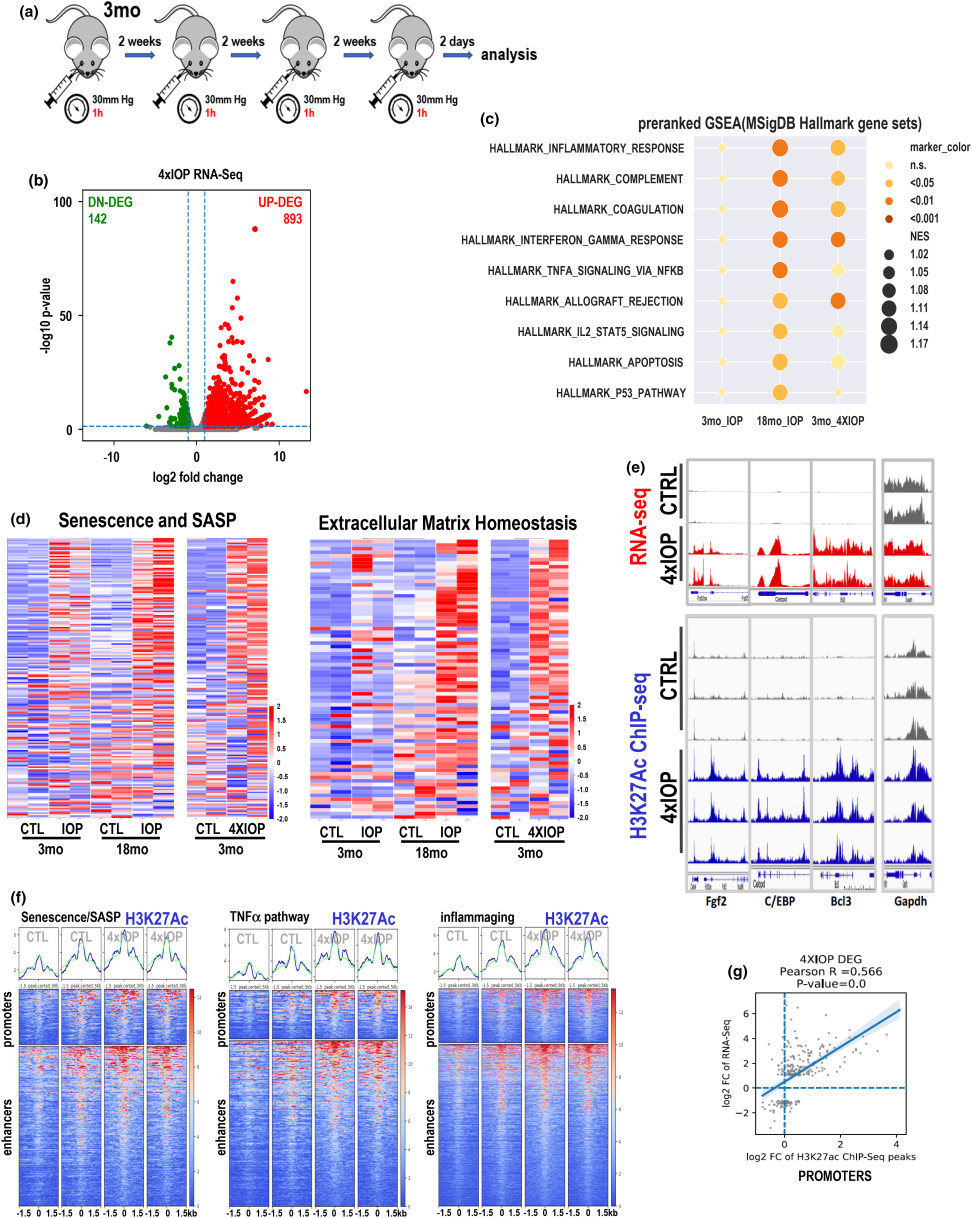
Recurring stress accelerates aging of the retina. (a) Scheme of the experiment. 3‐month‐old mice were exposed to unilateral IOP elevation (30 mmHg) for 1 h. The experiment was repeated every two weeks over 2‐month period, in total 4 unilateral (OD) IOP elevation experiments per animal. The contralateral eye served as a control. Two days after the final IOP, retinas were collected and bulk RNA‐seq was performed. (b) Volcano plots showed the transcriptome change upon multiple times of IOP treatment. *n* = 2 biological replicates. (c) Dot plot shows gene expression regulation pattern by preranked GSEA enrichment analysis of one‐time IOP treatment on 3‐month and 18‐month retinae and multiple IOP treatment on 3‐month retinae. *n* = 2 biological replicates. The NOM *p*‐value of each term is shown by a discrete color scale of the dot. Normalized enrichment score (NES) is shown by dot size (see figure legend). (d) Heatmaps of row z‐score of RPKM of each gene in gene sets: Senescence and SASP and ECM homeostasis with its pre‐ranked GSEA enrichment plot on top of the heatmap and curated senescence pathway genes (right). (e) The IGV tracks illustrate several top‐ranked IOP‐related DE gene locations in 3‐month‐old retinae with dynamic changes in chromatin modifications by dual factors: Aging and 4xIOP. (f) Profile plots and heatmap plots for H3K27Ac enrichment (deepTools normalized RPKM with bin size 5) over the nearest enhancer regions (1.5 kb flanking distance to center of each region) of curated gene set. In the heatmap plot, higher accessible chromatin regions were shown in red (see color legend) and the genomic regions were sorted based on descending order of mean signal value per region in 4xIOP‐treated 3‐month‐old mouse retina. *n* = 2 biological replicates. (g) *R*‐square plot illustrates the high correlation between transcription activation and H3K27Ac enrichment upon repetitive IOP treatment in 3‐month‐old mouse retinae on promoter‐TSS regions.

### 2.5 Epigenetic clock analysis

Next, we asked whether repeated IOP elevation in young retinas can induce acceleration of aging according to DNA methylation‐based estimators of age (“epigenetic clocks”). We isolated DNA from the control and 4xIOP retinas. We used the Mammalian Methylation 320 k Array designed for mouse methylation studies (Arneson et al., 2022; Lu et al., 2021). We used previously published pan‐tissue mouse clock as well as tissue specific clocks for liver, blood, brain, muscle, heart, cortex, striatum, cerebellum, tail, kidney, skin, and fibroblasts (Mozhui et al., 2022). Since there is no retina‐specific DNA methylation clock, our primary analysis focused on the PanTissue mouse clock and the universal pan mammalian clock that applies to all mammalian species (Lu et al., 2021). The resulting epigenetic age estimates are strongly associated with age (3‐month‐old versus 18‐month‐old, Figure 6a). The same clocks detected that 3‐month‐old tissue after 4xIOP stimuli exhibits increased DNA methylation age in the retina. Furthermore, DNA methylation age was greatly increased in repeatedly stressed 3‐month‐old tissue coming close to that of 18‐month‐old retina. Similar correlation was observed using the mouse brain methylation clock. As expected, epigenetic clocks that were not designed for brain tissue (such as the blood clock) were not able to detect differences in age between young and old tissues as well as young and 4xIOP‐treated tissues (Figure 6a). Taken together, DNA methylation data confirm the aging effects detected using transcriptional data; however, it underlines the need of using adequate epigenetic clocks.

**FIGURE 6:**
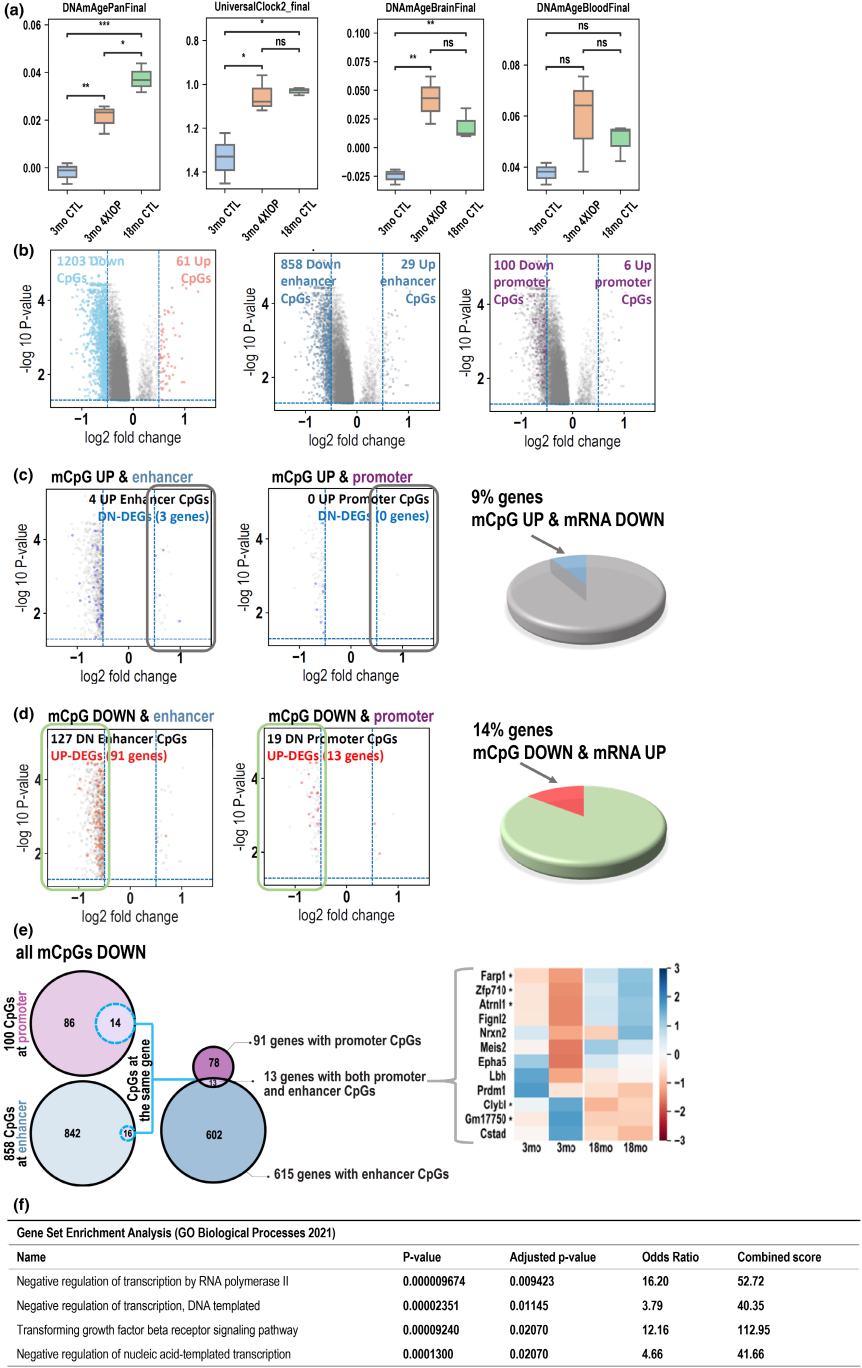
(a) Predicted age (by unit of years) by aging clock microarray analysis of one‐time IOP‐treated 3‐month and 18‐month retinae and multiple IOP‐treated 3‐month retinae. *n* = 3 biological replicates. Statistical significance determined using unpaired t‐test. Mean and SD are shown. *p < 0.05; **p < 0.01; ***p < 0.001. (b) Volcano plots representing the significant changes in CpGs methylation genome‐wide, on promoters and enhancers. Each dot represents one CpG site with −log10(adjusted *p*‐value) versus log2foldchage. The significance of change in CpG methylation was defined with cutoffs at 0.05 in adjusted *p*‐value and 0.5 in log2foldchange. (c) Volcano plot showing the distribution of significantly upregulated CpGs and the number of downregulated genes associated with them. Pie chart – % of downregulated genes reversely correlated with CpGs changes relative to total number of genes with significantly upregulated methylation levels of CpGs in their regulatory regions. (d) Volcano plot showing the distribution of significantly downregulated CpGs and the number of upregulated genes associated with them. Pie chart – % of upregulated genes reversely correlated with CpGs changes relative to total number of genes with significantly downregulated methylation levels of CpGs in their regulatory regions. (e) Venn diagrams showing the number of genes that have both regulatory elements (promoters and enhancers) changed in correlation with the gene expression. The expression pattern of the final group of genes does not reversely correlate with the changes on CpGs located in deregulated regulatory regions. (f) GO term analysis of genes whose expression reversely correlates with significantly lowered methylation of CpGs in regulatory regions.

Next, we sought to explore whether the pattern of DNA methylation can indicate specific pathways involved in retina aging. To do that, we correlated DNA methylation marks with RNAseq data from young and old retinas. The differential analysis showed that a total of 61 CpG sites had increased while 1203 had decreased levels of DNA methylation in aged versus young retinas (*N* = 4) with significance cutoffs at 0.5 in log2 foldchange (about 1.4‐fold) and adjusted *p*‐value <0.05. (Figure 6b). Among the 61 up‐regulated CpG sites in DNA methylation, 6 were located at promoter regions (6 unique genes) while 29 were located at enhancer (intron and intergenic) regions (28 unique genes). Among the 1203 down‐regulated CpG sites in DNA methylation, 102 were located at promoter regions (91 unique genes), while 858 were located at enhancer (intron and intergenic) regions (615 unique genes). (Figure 6b).

Combining aging‐related DNA methylation changes with aging‐related differential expression from RNA‐seq analysis, we detected: 3 regulatory regions with increased CpG methylation correlating with downregulated genes (Figure 6e), and 146 regulatory regions with lowered CpG methylation located in proximity to 102 upregulated genes (Figure 6e). 

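The RNA of 12 genes legible in Fig. 6e was tested between 3mo and 18mo control retinas. Of these, 7 rose with age, 6 had an adjusted p of at most 0.05 and 3 were called. Farp1 (NM_134082, chromosome 14, 121035574 to 121283726), which overlaps B930095G15Rik on the same strand, rose from 1.62 ± 0.658 to 5.35 ± 0.993 FPKM (SD, n = 2 each), a log2 fold change of 1.49 (limma adjusted p = 0.00619, range over the alternatives 0.00425 to 0.0265). With both trends of transcript length and GC content removed it was 0.75 and the gene was not called. Clybl (NM_029556, chromosome 14, 122181694 to 122402234), which overlaps 1700108J01Rik and Gm5089 on the opposite strand, dropped from 8.63 ± 4.23 to 2.96 ± 0.877 FPKM (log2 fold change -1.34, limma adjusted p = 0.0136). It was not called with the length trend or both trends removed, where it was -0.81 and -0.78. Gm17750 (NR_131220, chromosome 13, 84025297 to 84064774) dropped from 17.8 ± 14.5 to 4.17 ± 0.279 FPKM (log2 fold change -1.69, limma adjusted p = 0.0251). Its fall was decided by a single 3mo library, between -2.61 and -0.77 with a library left out, and was -0.03 with both trends removed. Atrnl1 (0.88, limma adjusted p = 0.0184), Zfp710 (0.83, adjusted p = 0.0301) and Meis2 (0.56, adjusted p = 0.0263) rose by less than the fold-change threshold. Zfp710, which overlaps Gm21057 on the opposite strand, was called with pseudocount 0.1 (1.35) and with voom (1.47). Cstad was called lower with pseudocount 0.1 (-1.89) and voom (-2.77) and not otherwise (-0.96, limma adjusted p = 0.0592). Fignl2, Nrxn2, Epha5, Lbh and Prdm1 changed by between -0.38 and 0.54 and were not called.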

We used the latter group to perform EnrichR analysis and noticed highly significant enrichment of “negative regulation of transcription” and Tgfβ pathways (Figure 6f). RNAseq data confirmed their expression of selected genes in aged in comparison with young retina (Figure S6).

## 3 DISCUSSION

In this work, we focused on understanding differences in stress response between young and old animals in an experimental model of ocular hypertension. First, we describe a significant decline in visual function with age. These changes correlate with transcriptional changes in the retina, showing increase of inflammatory and cell death pathways, as well as degradation of ECM integrity during aging. Our epigenetic analysis has shown an increase in chromatin accessibility with age, mostly on enhancers. Next, we show that upon mild IOP elevation, aged retina further activates inflammatory, senescence, and other age‐related pathways and that these changes occur also in RGCs. Interestingly, the response to the same, mild stress, in young tissue is much weaker and does not trigger RGC death. The high response in aged animals correlates with substantial increase of H3K27Ac on regulatory regions of upregulated genes. Finally, we show that we can induce very strong stress response in young tissue upon mild hypertension once the retina is “primed” with previous instances of mild IOP elevation. We conclude that several occurrences of stress in young retina accelerate features of aging such as loos of vision and, on molecular level, transcription profile and by DNA methylation clock.

Glaucoma is characterized by slow, progressive loss of RGCs, sectorial progression in optic nerve degeneration, and eventual vision loss (Weinreb et al., 2014). Here, we characterize new animal model relevant to the human disease that can allow study of the time course of molecular events in the retina upon mild ocular hypertension. We show that 18‐month‐old animals loose RGCs and vision as measured by PERG upon 30 mmHg IOP elevation for 1 h, while 3‐month‐old animals do not show these phenotypes. In addition, cross‐section of optic nerve of the treated and non‐treated eyes shows sectorial loss of axons but only in old animals. Finally, our molecular analysis detects senescence as one of the pathways involved in the response to stress mechanism of the retina upon IOP elevation, what we previously documented in human glaucomatous tissue (Skowronska‐Krawczyk et al., 2015).

A main hurdle in developing new therapies and understanding the molecular mechanism of glaucoma is the lack of an animal model that recapitulates all aspects of the disease. While some laboratories focus on developing animal models of chronic IOP elevation, others use mice with natural mutations that slowly develop age‐related hypertension and RGC loss (Di Pierdomenico et al., 2022). We have been particularly interested in studying an animal model that allow us to capture the time course of molecular changes upon glaucomatous stress, such as mild ocular hypertension. Since age is the strongest risk factor for developing glaucoma, we developed and characterized the aged animal model for our future molecular studies.

The molecular analysis of transcriptional changes between IOP‐treated and non‐treated retinas has detected a high number of pathways involved in innate immunity and sterile inflammation. 

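The 16 genes called higher after IOP at 18mo all rose at 3mo, 9 were also called there, and 11 rose more at 18mo than at 3mo. Of the 78 genes called higher at 3mo, 76 rose at 18mo, 48 of them by a log2 fold change of at least 1. Across genes, the log2 fold changes had a standard deviation of 0.373 at 18mo and 0.357 at 3mo.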

The significant changes can be observed in aged animals; however, most of the same genes are also slightly upregulated in 3‐month‐old animals without reaching significance. Interestingly, a similar coordinated inflammatory program was observed when we compared transcriptional differences between young and old retina transcriptomes suggesting that IOP stress was able to elicit age‐related inflammatory response in the tissue. 

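On the pathway lists, the comparisons of age and of IOP at 18mo had 7 rising lists past the threshold of camera in common. Across all tested genes, the log2 fold changes with age and after IOP at 18mo had r = -0.00819. The 18mo control libraries enter both comparisons with opposite signs, and in 100 simulations of groups that do not differ r was -0.501. For age and IOP at 3mo, which share the 3mo control libraries with the same sign, r was 0.138 against 0.501. Those simulations hold noise alone, whereas log2 fold changes with age had a standard deviation of 0.88 across genes, against a median standard error of 0.228. They therefore do not give the r that a shared control would cause here, and neither value is judged against them. Of the 16 genes called higher after IOP at 18mo, 5 were called higher and 1 lower with age, and of the 78 at 3mo, 24 were called higher and 7 lower. From the pathways common to age and IOP, the paper proposes that IOP stress elicited an age-related inflammatory response.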

In fact, the list of pathways upregulated in aged and aged‐IOP‐treated retinas is similar and analogous to the set of pathways called “inflammaging” in previous studies (Franceschi et al., 2018). Since RGCs degenerate early in glaucoma, we sought to find whether observed transcriptional changes happen in RGCs, as well. We observed that upon 30 mmHg IOP elevation, RGCs express hallmarks of senescence: the cell cycle inhibitors *p16Ink4a* and *p19Arf* (Figure 3b, Figure S3), as we have previously shown in human glaucomatous retinas. These observations further confirm the ability of neurons, postmitotic cells, to assume senescent phenotype (Oubaha et al., 2016; Skowronska‐Krawczyk et al., 2015; Von Zglinicki et al., 2021). Our data also show that several factors from other pathways, such as oxidative stress, immune response, extracellular matrix homeostasis, and inflammation are upregulated in GCL (Figure 3a–c, and Figure S3), show that these neurons dynamically respond to the stress signal. Not surprisingly, given the paracrine nature of senescence, other cell types also express several of the tested genes. Interestingly *Tgfβ*, *Fas*, and FGF2 are almost exclusively upregulated in RGCs, once again suggesting that these cells are directly responding to stress and suggesting that the observed epigenetic changes occur in RGCs. At this point, we cannot know which cell types respond first to the stress and where the epigenetic changes start.

Moreover, we show, even in aged retina, that RGCs can be protected from ocular hypertension‐related death with senolytic drugs that remove senescent cells (Figure 3d). These data suggest that senescence and a set of inflammatory genes are pre‐programmed to swiftly respond to stress in aged retina. This is why we asked whether changes in DNA accessibility can explain the different levels of response to the same signal between young and old tissue.

The chromatin accessibility assay data are puzzling. During the 15 months of retina aging, only ~250 sites in the chromatin opened, most of them being enhancers (Figure 1h). Even fewer sites lost their accessibility (~70). Given the fact that one gene can have several regulatory elements and there are ~4000 deregulated transcripts in aging (Figure 1d), we assume that most of the regulation of the expression of the age‐related changed transcripts is not regulated at the level of DNA accessibility. In fact, the chromatin accessibility status seems to be in principle set already at 3‐moth‐old animal. In the mild IOP data sets (RNAseq vs. ATAC‐seq), the numbers of transcripts are similar to numbers of detected open chromatin sites; however, we could not detect correlation of upregulation of expression and increase in enhancer accessibility in these samples (Figure 4e) suggesting other pathways being involved in regulation of activation of expression of these enhancers. H3K27Ac histone mark is traditionally associated with active regulatory elements. We tested whether there are differences in dynamics in levels of this chromatin modification upon stress in young and old retinas. Indeed, in old tissues, H3K27Ac levels increased, suggestive of activation of enhancers and promoters. In contrast, in young tissues, the levels of H3K27Ac dropped, suggesting that specific lack of the activation of expression of these genes in 3‐month‐old animals is associated with active repression of their regulatory elements. Further studies are needed to address this fascinating point.

After looking at the conserved TF binding sites on open regions, we have detected that STAT factors were particularly highly represented (Figure S4B). Interestingly, on the list of the TF binding sites on open regions in stressed young and aged retinas, we noticed binding sites of homeodomain TFs, such as Crx and Otx2, detected previously as enriched in sites opened in natural aged retina (Figure 1I). This observation further shows similarities between the stress response and aging.

Following these findings, we asked whether repetitive mild stress in young animals can induce accumulation of stress response and tissue damage. We allowed two weeks of recovery between each 30 mmHg IOP elevation (Figure 5a). Transcriptomic data were clear – retinas that underwent recurrent mild stress exhibited significant upregulation of almost 900 genes (Figure 5b). GSEA analysis indicated high upregulation of inflammatory pathways and deregulation of apical junction (Figure S5A). Metascape analysis clustered all pathways in inflammation‐related bundles, highlighting the level of sterile inflammation induced upon repeated stress (Figure S5B). 

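Log2 fold changes had a standard deviation across genes of 0.576 after 4xIOP. Between the replicates, the log2 differences of treated from control libraries correlated across genes at r = 0.604 for same-numbered and 0.754 for the other pairing. Since the 2 series were made apart and share no control, the size of the 4xIOP response was not tested against that of the 3mo response.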

The response to recurrent stress was significantly higher than in the 3‐month‐old retina treated one time. In fact, the transcriptional response of the 4xIOP‐treated retina was very similar to that of the 18‐month‐old retina upon a single 30 mmHg IOP elevation (Figure 5d, Figure S5B). Therefore, the transcriptional phenotype suggested that the tissue aged with several rounds of stress.

DNA methylation‐based clocks were developed around 10 years ago, to objectively and independently, assess the chronological age of the human, animal, tissue, and any nucleated cells (Garagnani et al., 2012; Hannum et al., 2013; Weidner et al., 2014). As DNA methylation levels are strongly correlated with age, the profile of genome‐wide CpG methylation status can be used to estimate the age of a specimen. Interestingly, it has been shown that although similar, each tissue has its own pace of DNA methylation change and, therefore, one can develop a specific clock for any given tissue (Horvath, 2013; Zhang et al., 2013; Zhou et al., 2017). These “DNA methylation clocks” can be then used to follow the impact of diseases or environmental cues on aging (Horvath & Raj, 2018). They have been shown to be especially useful in population genetic studies by uncovering new associations between aging and different health conditions (Levine et al., 2015; Weidner et al., 2014). As there is no mouse retina‐specific clock, we decided to work with pan tissue mouse clocks, brain clocks, and universal pan mammalian clocks developed by the Horvath laboratory (Lu et al., 2021; Mozhui et al., 2022). Importantly, due to the lack of a retina‐specific clock, the numbers of years (age of tissue) obtained in the assay should be treated as relative levels. Strikingly, both the PanTissue and Universal clocks showed that repeated IOP stress strongly accelerates DNA methylation age (Figure 6a). Moreover, 4xIOP tissue was now closer, epigenetically, to the 18‐month‐old DNA methylation age. Thus, both transcriptomic and DNA methylation data collectively imply that multiple instances of mild IOP can accelerate aging of the retina. Our further analysis (Figure 6b–d) attempting to correlate gene expression with DNA methylation has shown that genes involved in negative regulation of transcription and *Tgfβ* pathways are upregulated in aged tissues while DNA methylation on their regulatory elements is increased (Figure 6f,g). Since we used pan‐tissue epigenetic clocks in this analysis, which are expected to be agnostic to the tissue, this analysis suggests that the tissue‐independent genes involved in aging are related to downregulation of transcription and the TGFβ pathways.

In other studies, researchers attempted to “rejuvenate” retina. Upon the overexpression of Yamanaka factors, they could reverse the DNA methylation aging signature in the context of optic nerve injury, glaucoma model in mice and natural aging (Lu et al., 2020). This shows not only the reversibility of the, previously believed, “stable” DNA methylation but also possibility of potential treatments. This has been also shown in other studies using the reprogramming approaches (Browder et al., 2022; Lu et al., 2020; Ocampo et al., 2016; Sarkar et al., 2020). Our work, for the first time, indicated the direct impact of stress on chromatin modifications and their genome‐wide localization, therefore suggesting another modifiable level of transcription regulation. Remining question of whether the DNA methylation and histone modification patterns are stable after the impact of repetitive mild stress will require further investigations.

In humans, IOP has a circadian rhythm (Liu et al., 1999). In healthy individuals, it oscillates typically in the 12–21 mmHg range and tends to be highest in approximately two‐thirds of individuals during the nocturnal period (Mosaed et al., 2005). Due to IOP fluctuations, a single IOP measurement during so‐called office hours is often insufficient to characterize the real pathology and risk of disease progression in glaucoma patients. Long‐term IOP fluctuation has been reported to be a strong predictor for glaucoma progression, especially in individuals with low mean IOP levels (Kim & Caprioli, 2018). It has been also suggested that dysregulation of the diurnal IOP cycle, with higher daily amplitudes and longer periods of ocular hypertension, might be the cause of some cases of glaucomatous optic neuropathy (Aptel et al., 2016). Since IOP at a level sufficient to cause ischemia is significantly more severe than even the highest circadian fluctuations in glaucoma patients, it is critical to study glaucoma‐related phenomena in the models more closely recapitulating human disease. In this study, we have shown that even moderate hydrostatic IOP elevation to 30 mmHg for 1 h, a level relevant to human disease, results in RGC loss and corresponding visual defects when performed on aged animal.

It is well established that scleral elasticity decreases with age; however, it is not known whether changes in scleral elasticity with age contribute to optic nerve damage. In mice, it has been reported that IOP does not increase in C57B/6J animals with age (Savinova et al., 2001) and from our data in we conclude that the function and RGC numbers are not substantially affected by age (Figure 1). In addition, our repetitive IOP experiments in young animals showing that stress‐induced accelerates aging in the retina suggest that age‐related changes in sclera are not key to cause the phenotype. It is however not excluded that impact of higher IOP in aged animals is partially amplified by the lower scleral elasticity, further emphasizing the importance of using aged animals when studying age‐related eye disease such as glaucoma.

### 3.1 Conclusions

In sum, we have shown that susceptibility to stress changes with age and is pre‐conditioned epigenetically. Amongst the pathways activated upon IOP elevation in 18‐month‐retina are inflammation and senescence. Moreover, the use of a senolytic drug can protect RGCs from death. The robust response in aged retina was primed by epigenetic changes which we were able to reproduce by performing repetitive stress on the young tissue. Finally, we have shown that multiple instances of stress in 3‐month‐old animal cause changes in transcriptional and DNA methylation patterns indicating accelerated features of aging. This process was accompanied by gain of activatory histone mark on regulatory elements of upregulated genes implying that molecular mechanism of aging is regulated at the level of chromatin modification. This in turn suggests that rate of aging may be modifiable using drugs affecting enzymes involved in chromatin modifications. Finally, these results emphasize the importance of early diagnosis and prevention as well as age‐specific management of age‐related eye diseases, including glaucoma.

Our studies are also an example of potential use of retina, an integral part of the central nervous system (CNS), as a model system highly suitable to study molecular and functional changes in CNS aging and in neurodegenerative disorders (Wareham et al., 2022). The retina is highly organized, well‐described, and highly accessible. The availability of technologies to measure and directly visualize the stepwise process of degeneration including well‐developed methods to measure visual functions further highlights high value of studies in the eye for the understanding of neurodegeneration. Furthermore, retina provides an easy and highly accessible way to visualize age and degeneration‐related events in CNS. For example, analysis of images of the patients' back of the eyes have been shown to correlate or predict different health‐related phenomena such as Alzheimer's disease and chronic kidney disease (Chiquita et al., 2019; Paterson et al., 2020). Surprisingly, AI analysis of retinal images has been also shown to reliably predict cardiovascular risk factors such as age, gender, smoking status, and systolic blood pressure (Poplin et al., 2018). We therefore argue that studying mouse models of age‐related eye diseases can provide invaluable information in understanding and treatment development for other neurodegenerative disorders.

## 4 MATERIALS AND METHODS

### 4.1 Hydrostatic intraocular pressure (IOP) elevation

Animals were anesthetized with an intraperitoneal injection of ketamine/xylazine cocktail, (100 mg/kg and 10 mg/kg, respectively), their eyes numbed with a drop of proparacaine (0.5%, Bausch‐Lomb) and dilated with a drop of tropicamide (1%, Alcon Laboratories) followed by a drop of phenylephrine (2.5%, Akorn Pharmaceuticals). To achieve IOP elevation, a 33‐gauge needle was advanced trans corneally into the anterior chamber under visual control. Elevation of IOP was achieved by instilling the aqueous chamber of the eye with Balanced Salt Solution (Alcon Laboratories) through an IV infusion set. The desired level of IOP increase was achieved by pumping infusion bag under control of sphygmomanometer. Stable elevated IOP was maintained for 60 minutes, controlled by IOP measurements using a veterinary rebound tonometer (Tonovet). Both eyes were lubricated with an ophthalmic lubricant gel (Alcon Laboratories) during the protocol. Following the procedure, one drop of topical antibiotic was applied to the treated eye (Ofloxacin 0.3%, Apexa). The anesthesia was reversed with Atipamezole (0.1 mg/kg) and animals recovered on an isothermal pad until awake. The contralateral eye without IOP elevation served as a healthy non‐IOP control (CTRL).

Animals were treated at 3 pressure levels (30, 50, and 90 mmHg), and studied at two timepoints (7 and 21 days).

To control for procedural effects, two additional pressure level cohorts—7 mmHg, and 15 mmHg—were investigated at the day 7 time point. The 7 mmHg eyes were cannulated without elevating pressure through the IV infusion set. Each experimental group consisted of *n* = 6 animals (3 male, 3 female). Additionally, we studied a cohort of 6‐month‐old mice (3 male, 3 female) 7 days after following unilateral hypertension to 30 mmHg for 1 h.

### 4.2 Neurophysiology

Animals were initially anesthetized with 2% isoflurane in a mixture of N_2_O/O_2_ (70%/30%) then and placed into a stereotaxic apparatus. A small, custom‐made plastic chamber was secured to the exposed skull using dental acrylic. After one day of recovery, re‐anesthetized animals were placed in a custom‐made hammock, maintained under isoflurane anesthesia (1%–2% in N_2_O/O_2_), a craniotomy was performed, and multiple single tungsten electrodes were inserted into V1 layers II‐VI. Following electrode placement, the chamber was filled with sterile agar and sealed with sterile bone wax. Animals were then sedated with chlorprothixene hydrochloride (1 mg/kg; IM) and kept under light isoflurane anesthesia (0.2%–0.4% in 30% O_2_) throughout the recording procedure. EEG and EKG were monitored throughout, and body temperature was maintained with a heating pad (Harvard Apparatus; Figure 1).

Data were acquired using a multi‐channel Scout recording system (Ripple, UT, USA). Local field potentials (LFP) from multiple locations at matching cortical depths were band‐pass filtered from 0.1 to 250 Hz and stored along with spiking data at a 1 kHz sampling rate. LFP signal was aligned to stimulus time stamps and averaged across trials for each recording depth in order to calculate visually evoked potentials (VEP; Foik et al., 2015). Single neuron spike signals were band‐pass filtered from 500 to 7 kHz and stored at a 30 kHz sampling frequency. Spikes were sorted online in Trellis (Ripple) while performing visual stimulation. Visual stimuli were generated in Matlab (Mathworks) using Psychophysics Toolbox and displayed on a gamma‐corrected LCD monitor (55 inches, 60 Hz; 1920 × 1080 pixels; 52 cd/m^2^ mean luminance). Stimulus onset times were corrected for monitor delay using an in‐house designed photodiode system (Foik et al., 2018). Visual responses were assessed according to previously published methods (Foik et al., 2018; Foik et al., 2020). For recordings of visually evoked responses, animals were tested with 100 repetitions of a 500 ms bright flash of light (105 cd/m^2^).

### 4.3 Local field potential (LFP) analysis

Amplitude of response was calculated as a difference between the peak of the positive and negative components of the VEP. Response latency was defined as the time from stimulus onset to maximum response. Maximum of the response was defined at the larger of the negative or positive peak.

### 4.4 Visual evoked potential (VEP)

VEP measurements were recorded at 7 and 21 days post‐IOP elevation according to a previously published protocol. Mice were dark adapted for at least 12 hours before the procedure. Animals were anesthetized, their eyes dilated as in the IOP elevation protocol. The top of the mouse's head was cleaned with an antiseptic solution. A scalpel was used to incise the scalp skin, and a metal electrode was inserted into the primary visual cortex through the skull, 0.8 mm deep from cranial surface, 2.3 mm lateral to the lambda. Platinum subdermal needle (Grass Telefactor) was inserted through the animal's mouth as reference, and through the tail as ground. The measurements commenced when baseline waveform became stable, 10–15 s after attaching the electrodes. Flashes of light at 2 log cd.s/m^2^ were delivered through a full‐field Ganzfeld bowl at 2 Hz. Signal was amplified, digitally processed by the software (Veris Instruments), then exported and peak‐to‐peak responses were analyzed in Excel (Microsoft). To isolate VEP of the measured eye from the crossed signal originating in the contralateral eye, black aluminum foil eyepatch was used to cover the eye not undergoing measurement. For each eye, peak‐to‐peak response amplitude of the major component N1 in IOP eyes was compared to that of their contralateral NIOP controls. Following the readings, the animals were euthanized, their eyes collected and processed for immunohistochemical analysis (Figure 2 and Figure S2).

### 4.5 Optomotor responses

Optomotor responses (OMRs) were recorded using commercially available qOMR setup. (PhenoSys GmbH, Berlin, Germany). The software automatically tracks animal head movement in relation to the moving grating stimulus and calculates correct/incorrect tracking behavior presented as quantitative optomotor index (qOMR). The mouse was placed on elevated platform in OMR arena. Grating stimuli (rotating at 12°/s) were presented for ~12 min per trial. The spatial frequency of the grating was set at 0.2 cycles per degree of visual angle. The stimulus was presented at differing contrasts between the light and dark: 3, 6, 10, 12.5, 15, 17.5, 20, 25, 37.5, 50, 75, 100 contrast. Stimulation at each contrast level lasted 60 s. Each mouse was tested in 4 photopic trials and 4 scotopic trials. Each mouse was firstly tested in photopic conditions and then in scotopic. For the scotopic part of the experiment (resembles nighttime light levels), the animals were dark‐adapted for 12 h before the experiments. The OMR arena was dimmed using density 4 filters in front of the stimulus displays. The luminance for scotopic part was ~0.03 lux. Results for 100% contrast were excluded due to adjustment (mice adjustment to the system). qOMR results that yielded correct/incorrect ratio lower than 0.8 were excluded. Results from the trials were averaged for analysis of each individual mouse. Each data point represents average of all mice tested. GraphPad prism was used for statistical analysis and to generate curves.

### 4.6 Pattern electroretinography

All mice were dark‐adapted for 12 h before pattern electroretinography (PERG) was recorded. PERG recordings were obtained with the commercially available Celeris ERG platform equipped with pattern ERG stimulators (Diagnosys LLC). Prior to experiment, all mice were anesthetized with Ketamine/Xylazine (100 mg/kg and 10 mg/kg, respectively) injected intraperitoneally.

The eyes were anesthetized with proparacaine (0.5%, Bausch‐Lomb); next, the eyes were dilated using phenylephrine (2.5%, Akorn Pharmaceuticals) and tropicamide (1%, Alcon Laboratories) commercially available eyedrops. The eyes were lubricated with corneal gel. After anesthesia and eye dilation pattern, erg stimulators were placed on corneal surface. For all mice, 400 sweeps (reads) per eye were recorded. PERG amplitude was measured between first positive peak (P1) and second negative peak (N2).

### 4.7 Senolytic drug treatment

The experimental group of animals was treated by intraperitoneal (IP) administration of dasatinib (Sigma, 5 mg/kg) after IOP elevation (see below), and a control group of mice was sham‐treated vehicle (PBS/DMSO). Each mouse underwent unilateral hydrostatic pressure‐induced IOP elevation to 30 mm Hg, with the contralateral eye left as an untreated control. The mice were IP injected intraperitoneally with dasatinib at day 0 (IOP elevation day) and continued for four consecutive days (Figure 3d). At day 5, animals were euthanized, and retinas were isolated and immunostained with anti‐Brn3a antibody to evaluate the number of RGCs. All drugs were prepared according to the UC Irvine Institutional Animal Care and Use Committee (IACUC) standards. To ensure a sterile environment, compounds were prepared under the tissue culture hood using sterile PBS. The final solution was filtered through a 0.22‐μm PES membrane just before injection. Tips, tubes, and syringes were sterile.

### 4.8 Immunohistochemistry for RGC count (anti‐Brn3a and anti‐RBPMS)

Eyes were fixed in 4% paraformaldehyde (PFA) in PBS for 2 h and then transferred to PBS. The retinas were extracted through dissection and were flat‐mounted on microscope slides and blocked for 1 h in blocking solution (10% bovine serum albumin [BSA] diluted in 0.5% Triton‐X/PBS). Standard sandwich assays were performed to immunostained using anti‐Brn3a antibodies (Millipore, MAB1585) and anti‐RBPMS antibodies following secondary Alexa Fluor 555 anti‐mouse (Invitrogen, A32727) and secondary Alexa Fluor 647 anti‐rabbit (Invitrogen, A21245). The samples were then mounted (ProLong Gold antifade reagent, Invitrogen P36934) and imaged using a fluorescent microscope at 20x magnification (Biorevo BZ‐X700, Keyence). Peripheral retina regions were chosen to optimize the quality of the micrographs. The micrographs, which were 0.39 mm^2^ per region, were split into 4 equal parts to exclude disqualified, damaged regions. Labeled cells were manually quantified with the “cell counter” function of the software Fiji.

### 4.9 Optic nerve head—tissue preparation and immunohistochemistry

Mice were anesthetized by an IP injection of a cocktail of ketamine/xylazine as described above prior cervical dislocation. For immunohistochemistry, the optic nerve head (ONH) tissues were dissected from the eyeballs and fixed with 4% paraformaldehyde (Sigma) in phosphate‐buffered saline (PBS, pH 7.4, Sigma) for 2 h at 4 °C. ONHs were washed several times with PBS then dehydrated through graded levels of ethanol and embedded in polyester wax.

Immunohistochemical staining of 7 μm polyester wax sections of full thickness retina was performed. Sections from polyester wax blocks from each group (*n* = 3 ONHs/group) were used for immunohistochemical analysis. To prevent non‐specific background, tissues were incubated in 1% bovine serum albumin (BSA, Sigma)/PBS for 1 h at room temperature before incubation with mouse monoclonal NF68 antibody for 16 h at 4°C. After several wash steps, the tissues were incubated with the Alexa Fluor‐488 conjugated donkey ant‐mouse IgG antibody for 4 h at 4°C and subsequently washed with PBS. The sections were counterstained with the nucleic acid stain Hoechst 33342 (1 μg/ml; Invitrogen) in PBS. Images were acquired with Keyence All‐in‐One Fluorescence microscopy (BZ‐X810, Keyence Corp. of America). NF68 protein fluorescent integrated intensity in pixel per area was measured using the ImageJ software. All imaging parameters remained the same and were corrected with the background subtraction.

### 4.10 RNA‐sequencing (next generation sequencing)

Fresh retina tissue of each mouse eye was homogenized thoroughly in TRIzol Reagent (Cat no.15596026, Invitrogen) followed by RNA isolation. For pellet of immunoselected RGCs—cells were resuspended in TRIzol reagent. The polyadenylated (poly‐A) transcripts from the isolated total RNA sample were enriched and performed strand‐specific mRNA‐Seq libraries preparation by TruSeq kit followed by next‐generation sequencing on NovaSeq 6000 System (Flow Cell Type S4). mRNA‐Seq raw reads data was mapped to mm10 assembly mouse genome by homer (v4.11) aligner tool STAR. The uniquely mapped tags in exons on minus strand (one isoform per locus) were quantified by analyzeRepeats.pl. Raw reads count was normalized to experiment totals and performed differential expression based on the negative binomial distribution by DESeq2 v1.24.0 program (Love et al., 2014) with FDR q‐value significance cut‐off at 0.05 and log2(fold change) significance cut‐off at 1 for up‐regulation or −1 for down‐regulation.

### 4.11 Gene set enrichment analysis (GSEA)

The GSEA v4.2.3 was performed for pairwise differential expression comparisons between two phenotype groups of RNA‐Seq samples in the pre‐ranked module (Subramanian et al., 2005). The target chip annotation platform was Mouse_RefSeq_Accession_Extended_Human_Orthologs_MSigDB.v7.5.1. chip and gene set collection applied was the condensed hallmark pathways (v7.5.1) from the Molecular Signatures Database (MSigDB; Liberzon et al., 2015). The differential expression metrics were ranked by Rank Metric Score (Log2Fold Change * Log10(FDR *q*‐value)). Enrichment analysis was performed using weighted (*p* = 1) scoring calculation scheme with 1000 permutations. Gene sets with size larger than 500 and smaller than 5 were excluded from the analysis.

### 4.12 Metascape gene enrichment and functional analysis

List of RefSeq identifiers of differential expressed (DE) genes (FDR *q*‐value ≤0.05; log2foldchange ≥1 as significant up‐regulated DE genes or ≤−1 for downregulated) from transcriptome analysis of each comparison pair (Zhou et al., 2019) were abundantly annotated by retrieving from multiple databases. The given list of annotated gene identifiers was then statistically enriched into terms by selected ontology sources which contain Gene Ontology Biological Processes, KEGG Pathways, Reactome Gene Sets, and WikiPathways. Terms with a *p*‐value <0.01, a minimum count of 3, and an enrichment factor >1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) are collected and grouped into clusters based on their membership similarities. To further capture the relationships among the terms, the subsets of the enriched terms were rendered as interaction networks where terms with a similarity >0.3 are connected by edges and formed intra‐ and inter‐clusters The Metascape enrichment networks were finally visualized in nodes‐and‐edges by Cytoscape (v3.9.0). Node size is proportional to the number of input genes in the term. Each node represents an enriched term and was either colored by cluster ID or colored in discrete scale by FDR q‐value.

### 4.13 ATAC‐sequencing

Fresh retina tissue of each mouse eye was re‐suspended immediately in 1 ml ice‐cold nuclei permeabilization buffer (5% BSA, 0.2% [m/v] NP40, 1 mM DTT in PBS solution) with 1X complete EDTA‐free protease inhibitor and homogenized using a syringe and needle followed by slow rotation for 10 min at 4°C. The nuclei suspension was then filtered through a 40uM cell strainer and centrifuged for 5 min at 500× *g* at 4°C. The nuclei pellet was resuspended in an ice‐cold 50 μl tagmentation buffer. Nuclei concentration was adjusted to 2000–5000 nuclei/μl and 10 μl of the suspension was used for tagmentation. 0.5 μl Tagment DNA Enzyme 1 (FC‐121‐1030, Illumina) was added to the 10uL suspension. The reaction mix was thoroughly pipetted and incubated 30 minutes with 500 rpm at 37°C. After the tagmentation reaction was completed, the DNA was isolated using Qiagen PCR Purification Kit (Cat.#0.28304, Qiagen) and elute in 20 μl Elution Buffer. The eluted DNA fragments were then amplified by PCR with Nextera compatible indexed sequencing i5 and i7 adapters using NEBNext 2x PCR Master Mix PCR kit (M0541, NEB). The amplified DNA library was fragment size selected from 200 to 800 bp using Ampure XP beads (A63880, Beckman Coulter). The quality of the ATAC‐Seq libraries was assessed by Agilent 2100 bioanalyzer (Agilent Technologies, Inc.). ATAC‐Seq libraries were pooled and run on a NovaSeq 6000 System (Flow Cell Type S4) Illumina sequencer with a paired‐end read of 100 bp to harvest about 25 million paired‐end reads per sample.

### 4.14 ChIP‐seq

Fresh retina tissue of each mouse eye was homogenized with 22Gx1′ BD Precision‐glide syringe‐needle and crosslinked by 1%(w/v) methanol‐free formaldehyde (Cat.no.28906, Thermo Scientific) in crosslinking buffer (10 mM HEPES‐NaOH pH 7.5, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA) for 10 min slow rotation at room temperature. Crosslinks were quenched by glycine with 125 mM final concentration. Tissue samples were lysed into chromatin with buffer 1 (0.25% Triton X‐100, 0.5% NP40, 10% glycerol in crosslinking buffer). 10 mM sodium butyrate was added for deacetylation inhibition. Lysed tissue was pelleted and washed once with buffer 2 (200 mM NaCl in 10 mM. Tris–HCl pH 8.0). Chromatin samples were sonicated (Pico Bioruptor, Diagenode) in polystyrene tubes on low power with 8 cycles of 30 s “on,” 45 s “off” in buffer 3 (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate and 0.5% N‐lauroylsarcosine) and further cleared from debris by 16,000 g centrifuge. Anti‐Histone H3 acetyl K27 antibody (Cat no. ab4729, Abcam) was coupled with protein A Dynabeads (Life Technologies) in blocking buffer (0.1% BSA, 1% Triton X‐100) before 16 hours incubation with beads precleared chromatin at 4°C. Dynabeads with antibody‐enriched chromatin were washed twice with low salt wash buffer (150 mM NaCl, 2 mM EDTA, 0.1%SDS, 1%Triton X‐100 in 20 mM Tris–HCl pH 8.0) and twice with lithium chloride wash buffer (1 mM EDTA, 0.5% Sodium Deoxycholate, 0.25 M LiCl, 1% NP40 in 10 mM Tris–HCl pH 8.0). Beads were finally incubated at 65°C in TE with 1% SDS at 65°C for 16 h with shaking for decrosslinking of the enriched chromatin. Chromatin DNA was isolated using Qiagen PCR Purification Kit (Cat.No.28304, Qiagen) and elute in 20 μl Elution Buffer. The eluted DNA fragments were then amplified by PCR with Nextera compatible indexed sequencing i5 and i7 adapters using NEBNext 2x PCR Master Mix PCR kit (M0541, NEB). The amplified DNA library was fragment size selected from 200 bp to 800 bp using Ampure XP beads (A63880, Beckman Coulter). The quality of the ChIP‐Seq libraries was assessed by Agilent 2100 bioanalyzer (Agilent Technologies, Inc.). ChIP‐Seq libraries were pooled and run on Illumina NovaSeq 6000 System (Flow Cell Type S4) sequencer with a paired‐end read of 100 bp to harvest about 25 million paired‐end reads per sample.

### 4.15 DNA methylation clocks analysis

The Horvath Mammalian Methylation 320 k Chips designed for mouse methylation studies (Arneson et al., 2022) were used. This enables the quantitative interrogation of more than 320,000 CpGs per sample, including >285,000 specific to mice and 37,000 conserved mammalian loci. 250 ng DNA of each sample (*n* = 4 for each group) underwent DNA extraction, bisulfite conversion, DNA methylation arrays, and statistical analysis as previously described (Lu et al., 2021). Testing was performed for the pan‐tissue mouse clock as well as for liver, blood, brain, muscle, heart, cortex, striatum, cerebellum, tail, kidney, skin, and fibroblasts.

### 4.16 RNA‐Scope and HiPlex

In situ hybridization was performed using the RNAscope® Multiplex Fluorescent Assay v2 (ACD Diagnostics) and (HiPlex) assay (HiPlex 12 Reagents Kit, ACD Diagnostics). Probes used were designed by the manufacturer (see Table 1). Briefly, fresh frozen histologic sections of mouse eyes were pretreated per manual using hydrogen peroxide and target retrieval reagents including protease IV. Probes were then hybridized according to the protocol and then detected with TSA Plus® Fluorophores fluorescein, cyanine 3, and cyanine 5. Sections were mounted with Prolong Gold Antifade (Thermo Fisher) and imaged (Keyence BZ‐X700).

**TABLE 1:** Catalog numbers of antibodies and RNA probes used in experiments.

Antibody/probe name	Catalog number	Vendor
Antibodies		
Anti‐CD87 (UPAR) antibody, PE	MA5‐28588	Invitrogen
Anti‐FGF‐2 antibody (G‐2)	SC‐365106	Santa Cruz Biotech
Anti‐Histone H3 (acetyl K27)	ab4729	Abcam
RNAscope Probes		
p16Ink4a (Cdkn2a‐tv2‐p16)	447491‐C3	Advanced Cell Diagnostics Inc
p19Arf (Cdkn2a‐p19)	411011‐C2	
mm‐Rbpms	527231	
HiPlex probes		
Tgfb1	1071891‐T3	Advanced Cell Diagnostics Inc
Fas	439561‐T6	
Hmox1	498811‐T7	
Cd44	476201‐T8	
Ccl2	311791‐T10	
Fgf2	316851‐T12	

## AUTHOR CONTRIBUTIONS

DS‐K with help from QX—study conceptualization and design; QX—next‐gen experiments performance and genome‐wide data analysis; CR, VANH, LR, CPLT—animal experiments; IL—immunostaining, RGC quantification; WC—immunostaining, RNA‐scope experiments; MJ—molecular experiments; JD—optic nerve experiment quantification, lab assistance; RNW—expert data analysis and manuscript editing; DL and AF—VEP experiments data acquisition, analysis and figures preparation; BB and SH—DNA methylation data acquisition and analysis; W‐KJ—optic nerve‐head experiments, expert manuscript editing; DS‐K, QX and CR—figure preparation and manuscript writing; all authors read, edited and gave final approval of the manuscript to be published.

## 5 ACKNOWLEDGEMENTS

The authors wish to thank Dr. Henri Leinonen for help in establishing the OMR methods, Vincent Duc‐Vinh Mai for help with mouse experiments and all members of DSK laboratory for helpful discussions.

## FUNDING INFORMATION

Work in Dorota Skowronska‐Krawczyk laboratory is funded by R01 EY027011. The authors would also like to acknowledge an unrestricted RPB grant to the University of California, Irvine, Department of Ophthalmology. Work in Ju laboratory is supported by R01 EY031697. The International Centre for Translational Eye Research (MAB/2019/12) project is carried out within the International Research Agendas program of the Foundation for Polish Science co‐financed by the European Union under the European Regional Development Fund.

## CONFLICT OF INTEREST

None.

## Supporting information

FigureS1‐S6
Click here for additional data file.

## Data Availability

All sequencing data will be available at GEO database (GSE212189) upon publication of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

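The analysis covers bulk RNA-seq of mouse retinas, 12 libraries in 6 groups of 2. In the single-IOP series these are 3mo control, 3mo IOP, 18mo control and 18mo IOP retinas, collected 2 days after 30 mmHg for 1 h. In the repeated-IOP series they are 4xIOP and contralateral 4xIOP control retinas, from animals that were 3 months old at the first of 4 elevations given every 2 weeks. Conditions were taken from the sample labels and the paper. Other assays of the paper were not analysed here.

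The authors extracted RNA in TRIzol, made poly(A)-enriched strand-specific libraries, sequenced them on a NovaSeq instrument, aligned reads with STAR and counted with HOMER v4.11. HOMER counted uniquely mapped tags in exons on the transcribed strand and kept a single isoform per locus of mm10. The values deposited by the authors are FPKM, per kilobase of that isoform and scaled to the tags of the library, in a separate table for each series. Replicates were not pooled. Each table lists 25124 genes, of which 20302 in the single-IOP and 19593 in the repeated-IOP series were above 0 in a library. For 91.66% of the genes both tables hold the same transcript. For their own tests the authors used DESeq2 v1.24.0 and preranked GSEA v4.2.3 with the hallmark collection v7.5.1.

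Because FPKM times transcript length is a whole number of reads divided by the library's tags, the number of tags was recovered from the values. With it, at least 99.98% of the values checked in each library came to whole reads. On simulated libraries the recovered depth was off by at most 8e-05%. Depth lay between 39766240 and 59455029 tags, with between 44.2% and 71.5% of them in exons. A value of 3 reads was taken as the limit of measurement. Where all libraries of a group were at or under it, a fold was given only as a bound against that limit, and limits cover counting error only. Of the 7 lists of marker genes and 13 pathway lists over 5 comparisons, 14 of 100 list values had a member at the limit, and placing these members at their bounds moved a list's median by at most 0.339.

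Genes with a mean of at least 0.5 FPKM over the libraries of a series were tested, 13731 and 13718. The values log2(FPKM + 0.5) were fitted with lmFit and eBayes with a trend in limma 3.58.1 (R 4.3.3, statmod 1.5.0). The 8 single-IOP libraries were fitted as 4 groups with 4 residual degrees of freedom (prior degrees of freedom 4.12), and the 4 libraries of the repeated-IOP series were fitted alone with 2 (prior 10.6). Comparisons were 18mo control against 3mo control, IOP against control at each age, the interaction of IOP with age, and 4xIOP against its control. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The interaction was judged by the adjusted p alone. With 2 libraries per group no regrouping of libraries can give a small share, so none was made.

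Pathway lists were tested with camera in limma with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 13 lists of a comparison. The 7 marker lists (lens, retinal pigment epithelium, blood, microglia and leukocytes, rod photoreceptors, retinal ganglion cells and Muller glia) were adjusted as a family of their own. The hallmark sets were not at hand, so the lists were written from general knowledge, except that the inflammatory list holds the genes legible in Fig. 2h. Medians of lists are given above the median of all tested genes. The lists, the comparisons, the tests, the genes to be named and the alternatives were fixed before the data were examined, apart from 5 alternatives chosen after seeing the data. Genes named are those the paper names in its text, in Table 1 or legibly in Figs. 2h, 4d, 5e and 6e, 5 sex-linked genes, and for each comparison the 3 largest rises and 3 largest falls among called genes without overlap between the groups. Where no gene was called, the smallest p-values chose them.

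The alternatives set beforehand were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 2 FPKM, median-of-ratios size factors, quantile normalization, eBayes without a trend, a block for same-numbered libraries, the adjusted p alone, only the 2 groups compared, camera with an estimated correlation, fry, the closest Reactome sets, Spearman rho, and likeness over called genes. The 5 chosen later removed from each library its trend with transcript length, with GC content or with both (splines with 5 degrees of freedom), fitted voom in limma to the recovered reads with median-of-ratios size factors, and removed the length trend for the likeness of responses. GC content was known for 99.42% and 99.32% of the tested genes. Each library was left out in turn to give values without a test. Lists matched on transcript length and expression were drawn 10000 times, in 10 bins each.

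The steps were tested on simulated data built from the fitted values. Of 200 genes changed by 2 on the log2 scale, between 88.5% (interaction) and 99.5% (4xIOP) were found, with between 6 and 12 wrong calls. A list of 60 genes shifted by 0.5 had a camera p of 3.27e-22, and 1 of 200 lists that were not shifted had a p under 0.05. The noise was drawn for each gene on its own, so these values do not tell how camera behaves where genes are correlated. Besides R, Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.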

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

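Of the tests given here, those of transcript length for a difference between the ages and those of a smaller share of rods for the microglia list, and the bar set for that share in every list, were chosen only after the results were seen, as was the count of 3-month libraries with a higher ratio of short to long transcripts and the choice of lens genes that are no crystallins.

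The response to IOP differed between 18mo and 3mo for 8 lists by camera on the interaction in limma, which tests the difference itself. No single gene's response differed past the threshold (smallest adjusted p = 1, with 218 genes at an unadjusted p under 0.05), except for 2 genes called without a filter on low values. None of the 8 lists passed with fry, where the lowest adjusted p was 0.893 among pathway lists and 0.753 among marker lists, and no pathway list passed with an estimated inter-gene correlation (lowest adjusted p = 0.432). In all 8 cases the age of the animals cannot be told apart from RNA quality or library preparation that differed between the ages. In 4 of the 4 3-month libraries the ratio of short to long transcripts was above that of every 18-month library, and with each age on its own side of that split no value is left that decides. Age itself stays open, as untested.

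Genes legible in Fig. 2h responded more at 18mo, by a median of 0.33 (camera adjusted p = 0.000272, 21 of 30 members). The tables argue against a single library as the cause, since the median was still 0.28 without 3mo IOP replicate 2, the lowest of the fits with a library left out. They also argue against transcript length, since the median lay above 100% of 10000 lists matched on length and expression. The way low values enter the log scale may be part of the cause and stays open. The median was 0.47 with pseudocount 1, 0.13 with pseudocount 0.1 (adjusted p = 0.691) and -0.23 with voom (adjusted p = 0.156, range over the alternatives 1.42e-07 to 0.691). Several of these genes lay below the pseudocount of 0.5 in 3mo control retinas, such as Icam1 with 0.113 and 0.049 FPKM, and above it in 18mo control retinas (2.13 and 2.01 FPKM). The 18mo IOP libraries also differed from each other on this list, with a median of 0.54 higher in replicate 2 and 21 of 30 genes higher. Transcript length does not account for that, since the median was 0.58 with the length trends removed.

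Genes of TNFα and NF-κB signaling responded more at 18mo, by 0.44 (camera adjusted p = 3.25e-11, 44 of 60 members). A single library is argued against as the whole cause, since the lowest median with a library left out was above 0, at 0.20 without 18mo IOP replicate 2. The size of the difference still rests on that library, since 0.20 is less than 0.44 divided by 1.5. Transcript length is argued against by the matched lists, of which 100% had a lower median. The difference fell short of the threshold with voom (0.21, adjusted p = 0.698, range over the alternatives 3.82e-15 to 0.698), and the cause of this was not tested. The closest Reactome set, of 9 tested genes, did not differ past the threshold (0.054, adjusted p = 0.878).

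Interferon response genes responded less at 18mo, with a median of -0.53 (camera adjusted p = 3.03e-18, and 6 of 55 members with a larger response at 18mo). The median was -0.27 without 18mo IOP replicate 1, the value nearest to 0 with a library left out, which argues against that library as the whole cause although the value is nearer to 0 by more than 1.5 times. Of the matched lists, 0% had a lower median, which argues against transcript length. Over the alternatives the median lay between -0.72 and -0.43, with adjusted p between 3.9e-23 and 1.03e-12. The closest Reactome set, of 92 tested genes, did not differ past the threshold (-0.0093, adjusted p = 0.878), so the difference rests on the choice of genes in the list.

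Cytosolic ribosomal protein genes responded more at 18mo, by 0.17 (camera adjusted p = 0.00299, 68 of 86 members). A single library may be the cause: without 3mo control replicate 2, the library with the highest ratio of short to long transcripts, the median was -0.48, and without 3mo control replicate 1 it was 0.81. These genes lay above 100% of the lists matched on length and expression, which argues against transcript length as the whole cause.

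Retinal pigment epithelium genes responded less at 18mo, with a median of -0.16 (camera adjusted p = 0.000113, and 5 of 14 members with a larger response at 18mo). The members went both ways. The pigment genes Dct, Mlana, Pmel, Tyr and Tyrp1 rose in both 3mo IOP libraries: Dct had 34.6 and 8.08 FPKM in 3mo control and 195 and 99.4 in 3mo IOP retinas, and Mlana 11.4 and 4.57 against 124 and 69.04. Adjusted over the list alone, 5 members had an adjusted p of at most 0.05 for the difference between the ages. A single library cannot be told apart as a cause from the median, which turned to 0.24 without 3mo IOP replicate 1 but lies near 0 over members of both directions. Transcript length cannot be told apart for the same reason, with 6.14% of the matched lists at a lower median. Rpe65 had 20.5 and 5.59 FPKM in the 3mo IOP libraries and 17.6 and 18.2 in the 3mo control libraries, against at most 0.462 FPKM in the 18mo libraries. These markers of the tissue did not move with the pigment genes, as Rgr had 32.7 and 11.2 FPKM in 3mo IOP and 23.2 and 30.4 in 3mo control retinas, and Lrat 3.096 and 1.1 against 3.676 and 2.59.

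Blood genes responded less at 18mo, with a median of -2.51 (camera adjusted p = 0.0227, and 2 of 9 members with a larger response at 18mo). The adjusted p reached 0.103 without a filter on low values (range over the alternatives 3.52e-14 to 0.103). A single library is argued against as the whole cause by the median nearest to 0, -0.91 without 3mo IOP replicate 2. The size of the difference still rests on single libraries, since without 3mo IOP replicate 1 the median was -4.10. Transcript length is argued against, since 0% of the matched lists had a lower median. Hba-a1 had 44.8 and 98.7 FPKM in 18mo control, 13.1 and 11.0 in 18mo IOP, 5.17 and 53.4 in 3mo control and 5.95 and 68.3 in 3mo IOP retinas. At 3mo it differed more between the libraries of a group than between the groups. At 18mo, 7 of 9 members were lower in both IOP than in both control libraries. Globin genes have nearly equal values in pairs, such as Hba-a1 and Hba-a2 (44.8 and 44.3 FPKM in 18mo control replicate 1). The members are therefore not independent, and their count cannot be set against a share by chance. Blood left in the dissected tissue stays open and was not tested for this difference.

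Rod genes responded less at 18mo, with a median of -0.19 (camera adjusted p = 0.00759, and 4 of 18 members with a larger response at 18mo). The median was 0.0037 without 18mo IOP replicate 1, so a single library may be the cause. Transcript length is argued against, since 0% of the matched lists had a lower median.

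Muller glia genes responded more at 18mo, by 0.41 (camera adjusted p = 3.97e-07, 16 of 16 members). The lowest median with a library left out was 0.16, without 3mo control replicate 2, and 100% of the matched lists had a lower median, so the tables argue against a single library and against transcript length as the whole cause. Over the alternatives the adjusted p lay between 2.28e-08 and 1.33e-05. The size of the difference still rests on that library, since 0.16 is less than 0.41 divided by 1.5.

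Other values concern cell types that the paper does not analyse in these libraries. The lists of marker genes were set beforehand. After IOP at 18mo, Muller glia genes were higher by 0.58 (camera adjusted p = 7.94e-08, 15 of 16 members rising and 13 without overlap), and after 4xIOP by 0.45 (camera adjusted p = 0.0468, 11 of 16 rising and 10 without overlap). The latter fell short with pseudocount 0.1, without a filter and with the block (range of adjusted p 0.0105 to 0.0925). All 16 members are above 3 reads in both libraries of each control group, and 1 is in another list. Of its abundant genes, Apoe went from 671 and 560 to 1460 and 1513 FPKM and Clu from 456 and 477 to 1149 and 1718 FPKM after IOP at 18mo, while Glul had 867 and 667 in control and 901 and 714 FPKM in IOP retinas. After 4xIOP, Apoe went from 143 and 181 to 409 and 336 and Clu from 128 and 138 to 383 and 377 FPKM, while Glul fell from 579 and 592 to 249 and 292 FPKM. A smaller share of rods would raise the markers of every other cell type alike. The median of Muller glia genes was above that of retinal ganglion cell genes by 0.769 at 18mo and by 0.389 after 4xIOP, less than the standard error of this difference between replicate libraries (0.892 and 0.455). With 1 library left out it came down to 0.059 at 18mo and to -0.0035 after 4xIOP. With the members drawn again, its 95% interval was 0.448 to 1.483 at 18mo and -0.191 to 1.055 after 4xIOP. A smaller share of rods therefore cannot be told apart from a change in Muller glia, and the difference between replicate libraries keeps it open. A weaker bar, tried first, asked only for a difference above 0 in every such fit and interval, and would have excluded this share at 18mo. The fall of Glul after 4xIOP is not what a smaller share of rods alone would give, and Glul is not the only such member. Of 16 members, 4 were lower and 10 higher without overlap after 4xIOP, and 2 fell by a log2 fold change of more than 1. By chance 16.7% of genes would be lower without overlap, so these falls do not decide.

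Microglia and leukocyte genes were higher after IOP at 3mo by 0.74 (camera adjusted p = 1.3e-10, 20 of 20 members rising), after IOP at 18mo by 0.71 (camera adjusted p = 8.87e-10, 19 of 20 rising) and after 4xIOP by 2.70 (camera adjusted p = 5.18e-40, 20 of 20 rising and 19 called). With an estimated inter-gene correlation the list passed after 4xIOP alone (adjusted p = 0.0359). Every member is above 3 reads in both libraries of each control group, 1 is in another list and none in Fig. 2h. Lyz2 went from 5.48 and 5.12 to 71.4 and 18.04 FPKM at 3mo, from 10.7 and 4.13 to 43.01 and 45.9 FPKM at 18mo and from 0.837 and 0.764 to 113 and 107 FPKM after 4xIOP. The median of this list was above that of retinal ganglion cell genes by 0.767 at 3mo, 0.904 at 18mo and 2.64 after 4xIOP, more than the standard error of this difference between replicate libraries (0.427, 0.485 and 0.552). With 1 library left out it was still at least 0.387, 0.453 and 2.33, and with the members drawn again its 95% interval began at 0.411, 0.591 and 2.407. These values argue against a smaller share of rods as the whole cause, and a change in the cells of this list stays open. At 3mo and 18mo the difference was less than 2 standard errors, with 2 libraries in each group. Whether more such cells or more RNA per cell underlies the rise was not tested.

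Lens genes were higher after 4xIOP by 2.64 (camera adjusted p = 3.33e-20, 13 of 13 members called, or 2.98 with members at 3 reads or fewer placed at their bound) and after IOP at 18mo by 0.80 (camera adjusted p = 0.0324, 9 of 9 rising and 8 without overlap). At 18mo the adjusted p lay between 0.00115 and 0.12 over the alternatives, and the median between 0.39 and 1.30 with a library left out. Of 18 members, 11 are above 3 reads in both 3mo control, 10 in both 18mo control and 6 in both 4xIOP control libraries, and none is in another list. Crybb2 had 1.77 and 0.158 FPKM in 4xIOP control and 17.3 and 35.3 FPKM in 4xIOP retinas, and Cryaa 1.91 and 0.126 against 16.7 and 25.98 FPKM. In 18mo retinas Cryaa had 0.773 and 1.66 FPKM in control and 1.83 and 7.81 in IOP libraries. Lens tissue in the treated samples is a candidate explanation. Lens genes that are no crystallins (Bfsp1, Bfsp2, Lim2 and Mip) were higher in both 4xIOP than in both control libraries for 4 of 4, as lens tissue would make them, though the highest of these values was 1.85 FPKM (Mip). After IOP at 18mo this held for 3 of 4, which does not decide, because none of these genes passed 0.689 FPKM in the 18mo libraries (Bfsp2). Expression of crystallins by retinal cells was not tested and stays open.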

How the results depend on the processing

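The alternatives with transcript length or GC trends removed and voom on recovered reads were chosen after seeing the data, and the others beforehand. Of 1260 values of pathway and marker lists under 13 alternatives, 1162 kept their direction and their side of the threshold, 36 fell short of it, 26 passed it and 36 turned in direction. Of 1571 values of named genes, 1441 kept both, 91 fell short, 13 passed and 26 turned. The values that turned are given here, with the counts that moved by more than 1.5 times. For these changes the cause was not tested, except where fewer genes or libraries entered the fit.

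With FPKM as given, 1595 genes were higher and 1590 lower at 18mo, 78 higher and 1 lower after IOP at 3mo, 16 higher and 1 lower after IOP at 18mo, and 748 higher and 95 lower after 4xIOP. With pseudocount 0.1, the counts that moved were 0 higher and 0 lower after IOP at 18mo. Pseudocount 0.1 turned the median of lists to -0.21 for senescence and SASP genes in the difference between the ages. Among genes, pseudocount 0.1 turned the log2 fold change to -0.60 for Bcl3 in the difference between the ages. Pseudocount 1 turned the log2 fold changes of genes to 0.028 for Fas and 0.073 for Tgfb1 in the difference between the ages. With no filter on low values, the counts that moved were 9 higher and 0 lower after IOP at 3mo, 1 higher and 0 lower after IOP at 18mo, 56 lower after 4xIOP and 2 genes whose response to IOP differed with age. Testing without a filter turned the medians of lists to 0.015 for extracellular matrix genes in the difference between the ages, and 0.021 for fatty acid metabolism genes with age, and 0.079 for retinal ganglion cell genes after IOP at 3mo. With a mean of at least 2 FPKM, the counts that moved were 0 lower after IOP at 3mo, 8 higher after IOP at 18mo and 405 higher after 4xIOP. That filter turned the medians of lists to 0.0040 for DNA repair genes and -0.015 for apoptosis and p53 genes in the difference between the ages. With the adjusted p alone, the counts that moved were 3667 higher and 2630 lower at 18mo and 151 lower after 4xIOP. With only the 2 groups compared in the fit, the counts that moved were 2 lower after IOP at 3mo and 0 higher and 0 lower after IOP at 18mo. A mean of at least 2 FPKM leaves fewer genes to be tested.

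With median-of-ratios size factors, the counts that moved were 1059 higher at 18mo, 20 higher after IOP at 3mo and 0 higher and 0 lower after IOP at 18mo. Median-of-ratios size factors turned the medians of lists to -0.0022 for DNA repair genes after IOP at 18mo, and 0.0057 for DNA repair genes and -0.029 for senescence and SASP genes in the difference between the ages. Among genes, median-of-ratios size factors turned the log2 fold change to -0.013 for Itgb8 after IOP at 3mo. With quantile normalization, the counts that moved were 13 higher after IOP at 3mo and 3 higher after IOP at 18mo. Quantile normalization turned the medians of lists to 0.049 for extracellular matrix genes and -0.025 for oxidative phosphorylation genes in the difference between the ages, and 0.035 for retinal ganglion cell genes after IOP at 3mo, and 0.15 for rod genes with age. Among genes, quantile normalization turned the log2 fold changes to -0.19 for Adm, -0.10 for Gdf15 and -0.012 for Itgb8 after IOP at 3mo, and -0.086 for Epha5 and 0.37 for Lbh with age, and 0.071 for Tgfb1 in the difference between the ages. Scaling also moved the balance of called genes. With age, 50.1% of them were higher with FPKM as given, 34.99% with median-of-ratios size factors and 39.04% with the GC trend removed. After 4xIOP the share was 88.7%, and 77.9% after quantile normalization, and after IOP at 18mo it was 94.1% and 75%. The median log2 fold change of all tested genes was 0.16 with age, 0.13 and 0.09 after IOP at 3mo and 18mo and 0.10 after 4xIOP. With median-of-ratios size factors it was 0.01, -0.052, -0.026 and -0.024.

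With a block for same-numbered libraries, the counts that moved were 20 higher and 0 lower after IOP at 3mo and 0 higher and 0 lower after IOP at 18mo. Whether same-numbered libraries came from the same animals stays open. Within groups, the deviations of same-numbered control and IOP libraries from their group means correlated across genes at r = -0.275 at 3mo, -0.53 at 18mo and -0.29 in the 4xIOP series. Hba-a1 followed the number at 3mo, with 5.17 and 5.95 FPKM in control and IOP replicate 1 and 53.4 and 68.3 in replicate 2. Of the 20 genes called higher at 3mo with the block, 16 were among the 78.

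With the length trend removed, the counts that moved were 1008 higher at 18mo, 2 lower after IOP at 18mo and 151 lower after 4xIOP. Removal of the length trend turned the medians of lists to -0.012 for DNA repair genes, -0.069 for cytosolic ribosome genes, -0.0086 for mitochondrial ribosome genes and -0.048 for oxidative phosphorylation genes after IOP at 3mo, and 0.087 for fatty acid metabolism genes with age, and -0.040 for mitochondrial ribosome genes and -0.081 for oxidative phosphorylation genes after 4xIOP. Among genes, removal of the length trend turned the log2 fold changes to -0.13 for Adm, -0.039 for Gdf15 and -0.016 for Itgb8 after IOP at 3mo, and -0.36 for Epha5 and -0.15 for Nrxn2 with age, and 0.031 for Tgfb1 in the difference between the ages. With the GC trend removed, the counts that moved were 928 higher at 18mo, 11 higher and 0 lower after IOP at 3mo, 0 higher and 0 lower after IOP at 18mo and 149 lower after 4xIOP. Removal of the GC trend turned the medians of lists to -0.015 for DNA repair genes after IOP at 18mo, and 0.046 for extracellular matrix genes in the difference between the ages. Among genes, removal of the GC trend turned the log2 fold changes to -0.050 for Adm and -0.040 for Gdf15 after IOP at 3mo, and -0.17 for Nrxn2 with age, and 0.14 for Tgfb1 in the difference between the ages.

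With both trends removed, the counts that moved were 670 higher and 750 lower at 18mo, 42 higher and 0 lower after IOP at 3mo, 0 higher and 0 lower after IOP at 18mo and 158 lower after 4xIOP. Removal of both trends turned the medians of lists to -0.011 for DNA repair genes, -0.088 for cytosolic ribosome genes, -0.026 for mitochondrial ribosome genes and -0.066 for oxidative phosphorylation genes after IOP at 3mo, and 0.011 for DNA repair genes, 0.033 for extracellular matrix genes and 0.016 for mitochondrial ribosome genes in the difference between the ages, and -0.0044 for mitochondrial ribosome genes after IOP at 18mo, and -0.022 for mitochondrial ribosome genes and -0.066 for oxidative phosphorylation genes after 4xIOP. Among genes, removal of both trends turned the log2 fold changes to -0.15 for Adm and -0.12 for Gdf15 after IOP at 3mo, and -0.35 for Fignl2 and -0.70 for Nrxn2 with age, and 0.15 for Tgfb1 in the difference between the ages. Of the genes called with both trends removed, 460 of 670 higher and 619 of 750 lower at 18mo, and 35 of 42 higher after IOP at 3mo, were called with FPKM as given.

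With voom on recovered reads, the counts that moved were 3 higher and 0 lower after IOP at 3mo and 0 higher and 0 lower after IOP at 18mo. Voom turned the medians of lists to -0.10 for IL-6, JAK and STAT3 genes, -0.23 for Fig. 2h genes and -0.40 for senescence and SASP genes in the difference between the ages, and -0.024 for blood genes after IOP at 3mo. Among genes, voom turned the log2 fold change to -1.07 for Bcl3 in the difference between the ages. Where no gene was called after IOP at 18mo, with pseudocount 0.1, median-of-ratios size factors, the block, only the 2 groups, the GC trend removed, both trends removed or voom, 1215, 1059, 921, 1990, 1103, 1570 and 1111 genes had an unadjusted p under 0.05.

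Camera with an estimated inter-gene correlation left 0 of the 10 pathway lists past the threshold with age, 4 of 8 after IOP at 3mo, 4 of 9 after IOP at 18mo, 3 of 8 after 4xIOP and 0 of 4 for the difference between the ages. With fry 0 lists passed for that difference. With the closest Reactome sets 5 passed after 4xIOP and 1 for the difference between the ages, and the set closest to apoptosis was lower with age (-0.35, adjusted p = 0.0191). Spearman rho moved the likeness of the 4xIOP response to 0.61 with IOP at 18mo and 0.41 with IOP at 3mo. Picking 65 genes by the largest change among called genes could not be run, since 17 genes were called at 18mo.

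Each library was also left out in turn, without a test. The genes with at least a 2-fold change with age, 1640 higher and 1677 lower, ranged from 900 to 2763 and from 991 to 2223 across 4 fits, with the lowest values without 3mo control replicate 2 and the highest without 3mo control replicate 1. After IOP at 3mo, 410 higher and 21 lower became 352 to 696 and 30 to 59, with the most rises without 3mo control replicate 2 and the most falls without 3mo control replicate 1. After IOP at 18mo, 390 higher and 24 lower became 352 to 532 and 34 to 211, both highest without 18mo IOP replicate 1. After 4xIOP, 780 higher became 749 to 867. Of the 65 genes picked at 18mo, between 39 and 52 changed more at 18mo across 8 fits, against 45. The likeness of the 4xIOP response ranged from 0.596, without 18mo IOP replicate 1, to 0.721 with 18mo and from 0.418, without 3mo control replicate 1, to 0.659 with 3mo across 12 fits. Of 480 list values with a library left out, 49 moved and 66 had another sign, and of 568 values of named genes 26 moved and 22 had another sign.

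Depth limits what can be said of genes near 3 reads. Cdkn2a, with at most 0.126 FPKM in any library, was not tested, and Mir874, Saa3 and Mir183 have a group at that limit, so that their folds are bounds. Fold changes of genes near 0.5 FPKM depend on the pseudocount. The interaction of Bcl3, which is near that level in control retinas, was 0.05 with pseudocount 0.5 and -0.60 with pseudocount 0.1.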

Differences from the paper's values

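The paper reports 2394 genes lower at 18 months than at 3 months, and 1590 were called here. Of the alternatives set before the data were examined, pseudocount 0.1 (1712), median-of-ratios size factors (1968), the replicate block (1613) and the adjusted p alone (2630) came within 1.5 times the paper's value. Pseudocount 1 (1401), no filter on low values (1420), a mean of at least 2 FPKM (1425), quantile normalization (1555), eBayes without trend (1579) and only the 2 groups compared (1447) did not. With voom on recovered reads, chosen after seeing the values, 2084 were lower.

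For genes higher after IOP at 3 months the paper's count is 156, and 78 were called here. None of the alternatives set before the data were examined closed the gap, with counts between 9 (no filter on low values) and 89 (eBayes without trend). For genes higher after IOP at 18 months the paper's count is 257, against 16 here, and for genes lower it is the paper's 24 against 1. Those alternatives gave between 0 and 21 higher and 0 or 1 lower genes at 18 months, so none closed these gaps. Among the alternatives chosen after seeing the values, the length trend removed gave the most, 18 higher and 2 lower.

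The paper states that no gene was lower after IOP in young retinas. Here Mir874 was called lower (log2 fold change -2.05, limma adjusted p = 0.0325), at least 2.14-fold. It was not called without a filter on low values, with a mean of at least 2 FPKM, with the replicate block, with the GC trend or both trends removed or with voom, the last 3 chosen after seeing the values.

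The paper states that DNA repair and fatty acid metabolism were lower with age. By camera in limma on the lists used here, neither passed the threshold (medians of -0.21 and -0.14, adjusted p = 0.175 and 0.734, with 30 of 63 and 31 of 62 members rising). No alternative called either list, with adjusted p between 0.088 and 0.385 for DNA repair and between 0.687 and 0.967 for fatty acid metabolism. The closest Reactome sets did not pass by camera (adjusted p = 0.161 and 0.134). For fatty acid metabolism that set was mitochondrial beta-oxidation, with 15 tested genes, which covers only a part of the pathway. The hallmark sets themselves were not tested.

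The paper states that no pathway was enriched after IOP in 3-month-old retinas. Here 8 of the 13 lists were higher, among them interferon response genes (1.36, camera adjusted p = 1.05e-65, 55 of 55 members rising). With fry 6 lists and with an estimated inter-gene correlation 4 lists passed.

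The paper states that Fgf2, Bcl3, Cdkn1a, Gdf15 and Mmp14 were upregulated after IOP in the aged retina. All 5 rose here, with log2 fold changes of 2.50, 2.90, 1.45, 1.48 and 0.90, and none was called at 18mo under any setting run (limma adjusted p between 0.0987 and 0.375 over the alternatives and genes). It also states that these rises were specific to aged retina. Fgf2 and Bcl3 rose at 3mo by 2.20 and 2.85 and were called there with only the 2 groups compared, Mmp14 rose more at 3mo (1.09), and no interaction with age passed the threshold (adjusted p = 1). Of the genes probed by HiPlex, which the paper states rose at 18mo, Cd44 was called and Ccl2, Fas, Hmox1 and Tgfb1 were not (adjusted p = 0.0519, 0.128, 0.244 and 0.459), apart from Ccl2 with pseudocount 1 (adjusted p = 0.0398, range up to 0.174).

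Genes within the inflammatory pathways are described as robustly upregulated at 18mo and slightly at 3mo. Of the 30 tested genes of Fig. 2h, 2 were called at 18mo and 6 at 3mo with FPKM as given. Adjusted over the list alone, 28 passed at 18mo and 16 at 3mo, and 24 and 15 had a log2 fold change of at least 1. The difference between the ages passed by camera on the interaction (0.33, adjusted p = 0.000272, range over the alternatives 1.42e-07 to 0.691). The list rose by 0.81 at 3mo and 1.35 at 18mo. For senescence genes, described in the same way, the medians were 0.74 and 0.86 and the difference between the ages did not pass (0.04, camera adjusted p = 0.433). It passed with pseudocount 1 (0.11, adjusted p = 0.0178), and with voom, chosen after seeing the values, it passed in the other direction (-0.40, adjusted p = 0.000274).

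The paper states that DNA repair was higher after 4xIOP. The list used here had a median of 0.05 (camera adjusted p = 0.759, 48 of 62 members rising) and passed under no setting run (adjusted p between 0.374 and 0.907, and 0.839 for the closest Reactome set).

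Genes named in Fig. 6e are shown there with expression that changes with age. Of 12 tested, 3 were called (Farp1, Clybl and Gm17750). By the adjusted p alone 6 passed, with Zfp710, Atrnl1 and Meis2 in addition (limma adjusted p = 0.0301, 0.0184 and 0.0263), whose log2 fold changes of 0.83, 0.88 and 0.56 were under 1. Zfp710 and Cstad were called with pseudocount 0.1, and also with voom, chosen after seeing the values. Fignl2, Nrxn2, Epha5 and Lbh had no adjusted p of at most 0.05 under any setting run. Prdm1 had one with quantile normalization (-0.57, adjusted p = 0.047) and, chosen after seeing the values, with voom, the length trend or both trends removed, at log2 fold changes that did not reach -1.

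The paper states that 4xIOP retinas were like aged retina after IOP and unlike young retina after IOP. The r across genes was 0.721 with 18mo and 0.649 with 3mo.

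The genes shown in Fig. 5e are described as highly upregulated only after 4xIOP. Cebpd was also called after a single IOP elevation at 3mo (log2 fold change 3.35, limma adjusted p = 0.0322).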

Other observations

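Of the tests given here, those of both trends together, of length dependence within an age, of the ratio of short to long transcripts, of libraries exchanged between the series and of globin genes were chosen only after the results were seen, and the list of immediate early genes was written then.

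Short transcripts were lower at 18mo than at 3mo. The log2 fold change with age had a Spearman rho of 0.405 with transcript length and 0.379 with GC content. The ratio of short to long transcripts was 3.03, 9.12, 7.04 and 5.47 in the 3mo libraries and 1.59, 1.52, 1.75 and 1.89 in the 18mo libraries. It was higher in 4 of the 4 3-month libraries than in every 18-month library. RNA quality or library preparation that differed between the ages cannot be told apart from age, since each age is on its own side. Age alone as the setter of this dependence is argued against by the 3mo control libraries, whose difference from each other had a rho of -0.6425 with length.

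Transcript length was tested for the lists that change with age against 10000 lists matched on length and expression. The medians of oxidative phosphorylation, cytosolic ribosomal and mitochondrial ribosomal genes were at the percentiles 0, 0 and 0.21, which argues against length as the whole cause of their fall. Their median log2 fold changes, not set against all tested genes, were -1.76, -1.85 and -1.09. Those of the matched lists were -1.19, -1.11 and -0.72, so genes of like length and expression showed a large part of the fall. The medians of genes of Fig. 2h, TNFα and NF-κB, IL-6, JAK and STAT3, and extracellular matrix were at 99.98, 100, 100 and 99.7, which argues against length as the whole cause of their rise. For DNA repair (21.31) and fatty acid metabolism (34.95) length cannot be told apart from other causes, as both lie inside the range of matched lists. Immediate early genes, which change within minutes of handling a tissue, were also tested. Without them the TNFα and NF-κB list still passed by camera (unadjusted p = 1.558e-06), which argues against handling as the whole cause. Of the list's 60 tested genes, 27 were immediate early genes, with a median of 1.285 with age, 24 higher without overlap and 15 called, so a part of handling in the rise stays open.

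More genes were called with age (3185) than after IOP at either age. The count was 2247 with the length trend removed, 2377 with the GC trend removed and 1420 with both removed, which argues against these trends as the whole cause of that order. The confounded preparation and age stay open.

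Retinal pigment epithelium genes were lower at 18mo, with a median of -2.97 (camera adjusted p = 1.07e-05, 1 of 14 rising). In both 18mo control libraries 92.86% of the members were lower than in both 3mo control libraries, against 16.7% by chance. Retinal pigment epithelium taken with the 3mo control retinas is a candidate explanation, and a lower expression with age would give the same share, so this test does not separate them. Of 15 members, 15 are above 3 reads in both 3mo control, 12 in both 18mo control and 14 in both 4xIOP control libraries.

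For the other marker lists, the medians with age were -1.29 for lens (camera adjusted p = 0.0489, 1 of 9 rising, range over the alternatives 0.00117 to 0.963), 1.56 for blood (adjusted p = 0.461, 8 of 9), 0.50 for microglia and leukocytes (adjusted p = 0.0343, 18 of 20), -0.74 for rods (adjusted p = 0.00113, 3 of 18), -1.43 for retinal ganglion cells (adjusted p = 7.86e-05, 1 of 17) and 0.66 for Muller glia (adjusted p = 0.0102, 15 of 16). The median of rods turned to 0.15 with quantile normalization. By fry 2 lists passed with age, retinal pigment epithelium and Muller glia (adjusted p = 0.0464 each).

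After IOP at 3mo the medians were 0.28 for lens (camera adjusted p = 0.467, 9 of 9 rising), 0.16 for retinal pigment epithelium (0.157, 8 of 14), 0.13 for blood (0.563, 9 of 9), -0.29 for rods (7.9e-05, 6 of 18), -0.03 for retinal ganglion cells (0.536, 11 of 17) and 0.24 for Muller glia (0.348, 12 of 16). At 18mo they were -0.29 for retinal pigment epithelium (0.0235, 4 of 14), -2.37 for blood (0.0018, 2 of 9), -0.42 for rods (8.54e-10, 1 of 18) and -0.19 for retinal ganglion cells (0.228, 6 of 17). After 4xIOP they were -1.22 for retinal pigment epithelium (2.02e-07, 2 of 8), -0.08 for blood (0.0707, 4 of 8), -0.99 for rods (2.01e-17, 1 of 18) and 0.06 for retinal ganglion cells (0.848, 14 of 18). In the difference between the ages, lens (0.51, adjusted p = 0.21), microglia and leukocytes (-0.22, 0.688) and retinal ganglion cells (-0.12, 0.688) did not pass. By fry no marker list passed after IOP at 3mo, at 18mo or in the difference between the ages, and lens and microglia passed after 4xIOP. All 18 rod genes and at least 17 of 18 retinal ganglion cell genes are above 3 reads in both libraries of each control group, and of 12 blood genes 8, 8 and 7 are.

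Of the pathway lists, those of DNA repair, fatty acid metabolism, oxidative phosphorylation and mitochondrial ribosomal genes did not pass after IOP at either age, with camera adjusted p of 0.713, 0.177, 0.713 and 0.336 at 3mo (medians 0.015, 0.050, 0.066 and 0.085) and 0.559, 0.11, 0.418 and 0.492 at 18mo (medians 0.0046, 0.055, 0.13 and 0.083). Cytosolic ribosomal protein genes passed at 18mo (0.19, adjusted p = 0.04) and not at 3mo (0.051, adjusted p = 0.336). After 4xIOP, fatty acid metabolism (0.038, adjusted p = 0.644), oxidative phosphorylation (0.032, 0.759), cytosolic ribosomal (0.11, 0.156) and mitochondrial ribosomal genes (0.095, 0.385) did not pass. In the difference between the ages, the pathway lists that did not pass had adjusted p between 0.433 and 0.797.

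The 4xIOP response was closer to that at 18mo than to that at 3mo by 0.072 in r. With the length trends removed the difference was 0.069, nearly the same, but with the length and GC trends both removed it was 0.0396. Length cannot be told apart as a cause, because with 2 libraries in a group the spread of this difference is not known. More noise in the response at 3mo cannot be told apart either, because no pairing of its libraries is known. With same-numbered libraries paired its reliability was -0.0304, where no corrected r exists, and the correlation behind it was -0.015, against 0.215 for the other pairing.

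Rpph1 had between 53255 and 82734 FPKM in the libraries of the 4xIOP series and between 4.44 and 27.98 in those of a single IOP. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, were higher in 4xIOP control than in 3mo control by a median of 3.301, and 58 of 61 were higher. Libraries made without poly(A) selection are a candidate explanation, although the paper describes such a selection. Fold changes were therefore taken only within a series.

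Xist had between 47.6 and 172 FPKM in the 8 libraries of a single IOP and at most 0.005 in the 4 of 4xIOP, where Y-linked genes were expressed. The count of libraries with the sex-linked genes of the other series, 0 of 12, restates this pattern, so an exchange of libraries was not tested by it. By these genes the series differed in the sex of the animals. What this does to the responses was not tested.

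S100a8 had 0.13 and 0 FPKM in 4xIOP control and 20.2 and 26.5 FPKM in 4xIOP retinas. Blood left in the 4xIOP retinas is argued against as the whole cause, since globin genes had a median log2 fold change of -0.04394.

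Plaur, the gene of uPAR, rose after IOP at 18mo by 0.92 (limma adjusted p = 0.229) and at 3mo by 0.36 (adjusted p = 0.91), and was higher with age by 1.06 (adjusted p = 0.0158). Cdkn2a had at most 0.126 FPKM in any library and was not tested.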
